# Involvement of circulating factors in the transmission of paternal experiences through the germline

**DOI:** 10.15252/embj.2020104579

**Published:** 2020-10-09

**Authors:** Gretchen van Steenwyk, Katharina Gapp, Ali Jawaid, Pierre‐Luc Germain, Francesca Manuella, Deepak K Tanwar, Nicola Zamboni, Niharika Gaur, Anastasiia Efimova, Kristina M Thumfart, Eric A Miska, Isabelle M Mansuy

**Keywords:** blood serum, paternal experiences, PPAR, sperm, transmission, Chromatin, Epigenetics, Genomics & Functional Genomics, Metabolism, Neuroscience

## Abstract

Environmental factors can change phenotypes in exposed individuals and offspring and involve the germline, likely via biological signals in the periphery that communicate with germ cells. Here, using a mouse model of paternal exposure to traumatic stress, we identify circulating factors involving peroxisome proliferator‐activated receptor (PPAR) pathways in the effects of exposure to the germline. We show that exposure alters metabolic functions and pathways, particularly lipid‐derived metabolites, in exposed fathers and their offspring. We collected data in a human cohort exposed to childhood trauma and observed similar metabolic alterations in circulation, suggesting conserved effects. Chronic injection of serum from trauma‐exposed males into controls recapitulates metabolic phenotypes in the offspring. We identify lipid‐activated nuclear receptors PPARs as potential mediators of the effects from father to offspring. Pharmacological PPAR activation *in vivo* reproduces metabolic dysfunctions in the offspring and grand‐offspring of injected males and affects the sperm transcriptome in fathers and sons. In germ‐like cells *in vitro*, both serum and PPAR agonist induce PPAR activation. Together, these results highlight the role of circulating factors as potential communication vectors between the periphery and the germline.

## Introduction

Environmental factors and life events can have long‐lasting consequences for exposed individuals, and in some cases, they can also impact their offspring. Transmission of environmentally induced features and diseases has been overlooked for decades. But today, evidence that diet, traumatic experiences or endocrine disruptors have effects across generations has accumulated in humans and experimental animals (Bohacek & Mansuy, 2015; Nilsson *et al*, 2018; Panzeri & Pospisilik, 2018). These effects are known to depend on epigenetic factors and constitute an important aetiological component of many diseases. When transmitted from parent to progeny and not depending on maternal care or social factors, they are thought to involve the germline. They therefore represent a form of heredity. But how exposure can affect the germline and which signals induced by exposure in the body can reach germ cells is not known. These signals may vary depending on the type of exposure, its time window, chronicity, etc. They have in common the ability to reach germ cells. Circulating factors are important vectors of communication between tissues and cells across the body. We postulate that they can carry signals induced by exposure to germ cells and contribute to the transmission of the effects of exposure to the progeny. Blood metabolites in particular are strong candidates for being such carriers because many are potent signalling molecules, e.g. hormones, lipids, organic acids and antioxidants. Further, they are dynamically regulated by physiological states in mammals. Several metabolites have been previously implicated in the epigenetic regulation of the genome in different tissues (Donohoe & Bultman, 2012; Kaelin *et al*, 2013; Sharma & Rando, 2017).

## Results

### Blood metabolites are altered in mice exposed to early life trauma

We examined the contribution of circulating metabolites to the effects of exposure from exposed individuals to their offspring. We used an established mouse model of early postnatal trauma based on unpredictable maternal separation combined with unpredictable maternal stress (MSUS) (Fig 1A and B). Mice exposed to MSUS have metabolic dysfunctions and behavioural deficits that are transmitted to the offspring across several generations (Franklin *et al*, 2010; Gapp *et al*, 2014b, 2016b; van Steenwyk *et al*, 2018). We conducted unbiased metabolomic analyses in exposed adult males and their offspring using time‐of‐flight mass spectrometry (TOF‐MS). The analyses showed that polyunsaturated fatty acid (PUFA) metabolism, in particular, metabolites involved in α‐linolenic/linoleic acid (ALA/LA), and arachidonic acid (AA) pathways are significantly upregulated by MSUS in plasma of adult males (Fig 1C). PUFAs, such as eicosapentaenoic acid (EPA) and dihomo‐gamma‐linoleic acid (DGLA), and arachidonic metabolites, such as the hydroxyeicosatetraenoic acids (HETEs), were the most significantly upregulated within the enrichments (Fig 1D). In addition, bile acid biosynthesis as well as steroidogenesis and the steroidogenic ligand aldosterone were downregulated (Fig 1C, full table in Appendix Figs S1 and S2). Altered steroidogenesis is consistent with previous observation in the MSUS model that the steroid mineralocorticoid receptor (MR) is downregulated. Its pharmacological blockade mimics some MSUS effects (Gapp *et al*, 2014b). Remarkably, except for AA metabolism, these pathways were also altered in the offspring of MSUS males when adult (Fig 1C, Appendix Fig S1). We focused the analyses on male offspring since bodyweight is significantly affected in male but not female offspring (Appendix Fig S3).

**Figure 1:**
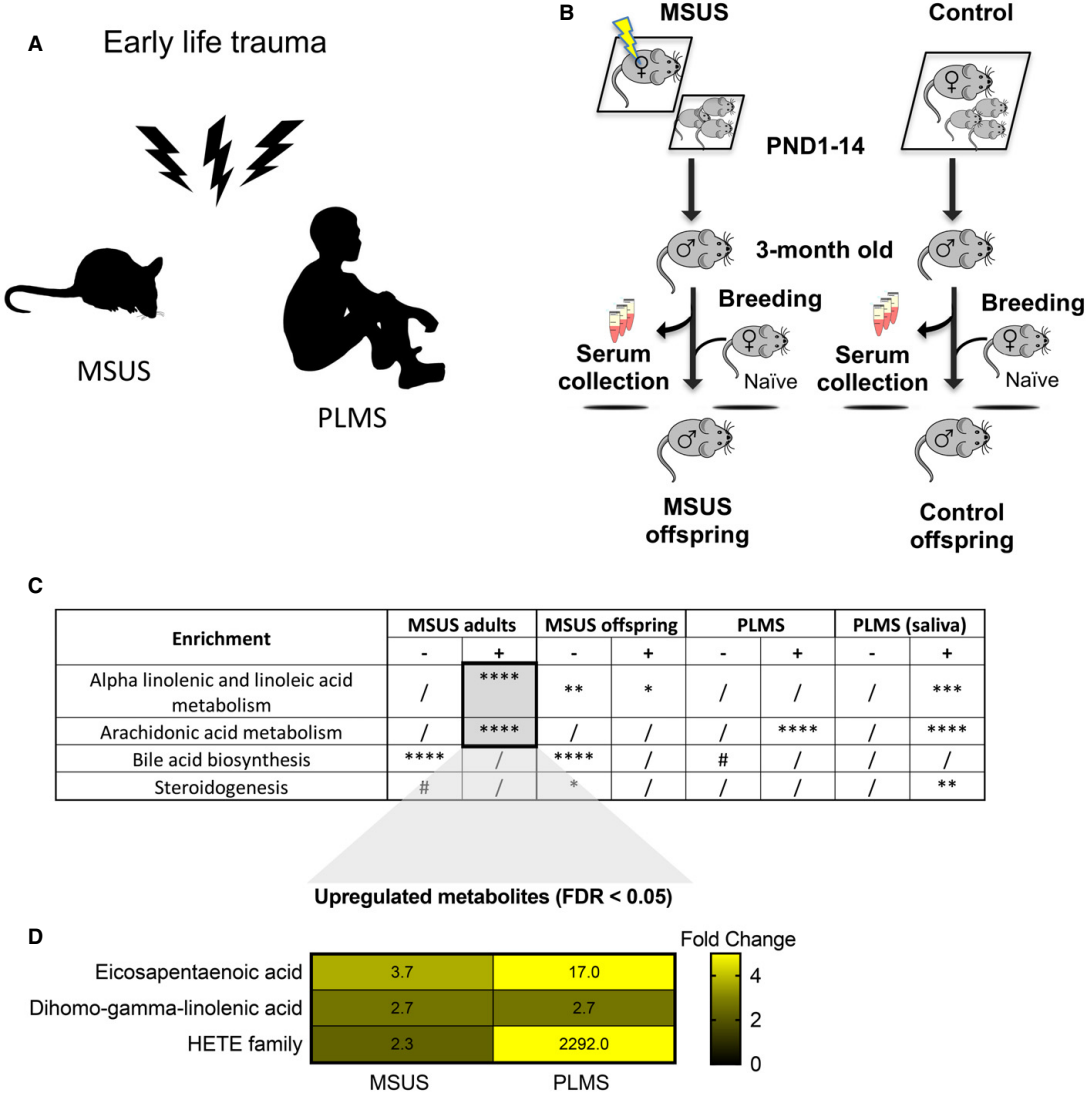
Effects of early life trauma on circulating metabolites in mice and humans Paradigms of early life trauma in mice and humans. In mice, early life trauma consists of an exposure to unpredictable maternal separation combined with unpredictable maternal stress (MSUS). In humans, exposure involves paternal loss and maternal separation (PLMS) in early childhood (age 6–12).Scheme illustrating the MSUS model and control mice showing blood collection and breeding to generate an offspring. For MSUS (symbolized by yellow blitz), newborn pups are separated from their mother unpredictably 3 h/day from postnatal day (PND) 1–14. During separation, the dam is exposed to different stressors unpredictably^9^. Serum was prepared from blood collected from 3‐month‐old MSUS and control males.Differential pathway enrichment of metabolites in MSUS plasma from adult males and their offspring compared to controls (each group *n *=* *5), and serum (PLMS, *n *=* *20; control, *n *=* *14) and saliva (PLMS, *n *=* *25; control, *n *=* *14) from PLMS and control children. Asterisk and hashtag represent FDR after multiple testing corrections using Benjamini–Hochberg (BH) test. Columns indicate significance for positive (+) and negative (−) enrichment.Individual metabolites in ALA/LA and AA pathways significantly altered in both MSUS and PLMS. Numbers represent fold change according to a heat scale (right).Data information: #FDR < 0.1, *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001, ****FDR < 0.0001. (/) symbolizes non‐significance. FDR, false discovery rate. ALA/LA, alpha‐linolenic acid/linoleic acid. AA, arachidonic acid. HETE, hydroxyeicosatetraenoic acid.

### Blood metabolites are altered in children exposed to early life trauma

We assessed the relevance of these results in humans by conducting similar analyses in a cohort of children (6‐ to 12‐year‐old girls and boys) from an SOS Children's Village in Lahore, Pakistan. The children have lost their father and were separated from their mother (paternal loss and maternal separation, PLMS) during the preceding year (Fig 1A). These conditions closely resemble the MSUS model. This human cohort is highly relevant for our study because SOS children have been exposed to a comparable trauma at a comparable age, which is key for correlative analyses with our mouse data. All SOS children live in the same orphanage, so differences in lifestyle factors are minimal. Control children were schoolmates living with both parents and not exposed to any trauma. PLMS and control groups were matched for age, body mass index and gender (Appendix Fig S4A–C). Control and PLMS groups attended the same school, with equal access to playground facilities and physical exercise. A Pakistani population was advantageous for this study because consanguinity is high in Pakistan (Bittles *et al*, 1991) (Appendix Fig S4D), making the group genetically more homogeneous than in other populations. Body mass index, diet and ethnicity account for < 5% of the variance between serum metabolites in healthy children from 6 different European populations (Lau *et al*, 2018), suggesting that our control samples are indeed comparable to other populations. Blood and saliva were collected from PLMS and control children. For these analyses and the following ones in humans, we used serum over plasma to avoid interference with clotting factors. Serum metabolites had significantly positive enrichment for AA metabolism and modest negative enrichment for bile acid biosynthesis compared to controls, with EPA, DGLA and HETEs being strongly affected (Fig 1C and D) similarly to MSUS. In saliva, both ALA/LA and AA metabolism, and steroidogenesis were also altered (Fig 1C, Appendix Fig S5), indicating alterations in different body fluids. Among the enrichments, individual metabolites in ALA/LA and AA pathways were comparably affected in MSUS and PLMS serum (Appendix Fig S6).

### PPAR is activated by MSUS blood metabolites

While we consider all circulating factors altered by MSUS to be potentially involved in germline transmission, we focused on the changes in fatty acids, especially PUFA, and their metabolites. PUFAs are known to modulate metabolism, inflammation and cognitive functions. Fatty acids and their metabolites can bind to various receptors, but are particularly potent ligands for peroxisome proliferator‐activated receptors (PPARs). PPARs are widely expressed nuclear receptors that regulate gene expression and chromatin structure, and act by forming transcription factor complexes with retinoid X receptor (RXR). They can also interact with epigenetic modifying enzymes (Yu & Reddy, 2007; Romagnolo *et al*, 2014). Further to fatty acids, bile acids and steroid metabolites, also altered by MSUS, are ligands for nuclear receptors, in particular, farsenoid X receptor (FXR) and liver X receptor (LXR). FXR and LXR belong to the same family of nuclear receptors as PPAR and RXR, and can interact with them (Chawla *et al*, 2001).

Since PUFAs are PPAR ligands, we next examined if changes in circulating factors in MSUS males are linked to PPAR activity. We examined the expression of PPAR and some of their target genes in different tissues. In white adipose tissue, PPARγ is abundant and regulates adipocyte differentiation (Lee & Ge, 2014). PPARγ activation measured by transcription factor binding assay was increased in adult MSUS adipose tissue (Appendix Fig S7A). In liver, a tissue with high PPARα activity (Rakhshandehroo *et al*, 2010), several PPAR targets were differentially expressed, suggesting PPARα activation (Appendix Fig S7B). Further, because metabolic symptoms induced by MSUS are passed to the offspring, we also examined if germ cells have altered PPAR. PPARγ, the most abundant PPAR isotype in gametes (Aquila *et al*, 2006), was upregulated in MSUS sperm (Fig 2A). We then asked if metabolomic changes induced by MSUS can influence PPAR activity in germ cells. We used spermatogonial stem cell‐like cells (GC‐1 spg), diploid cells that resemble early‐stage spermatogonial cells, to assess PPAR activity *in vitro*. Spermatogonial cells were chosen because they are the primary germ cells present in the developing testes at the time of MSUS (first 2 weeks after birth). GC‐1 spg cells were exposed to culture medium enriched with 10% serum from control or MSUS adult males (Fig 2B). Prior to exposure, GC‐1 spg cells were transfected with a plasmid expressing luciferase under the control of a PPAR response element (PPRE). Luciferase luminescence was significantly higher in cells exposed to MSUS serum compared to control serum (Fig 2C), indicating increased PPAR activation by MSUS serum.

**Figure 2:**
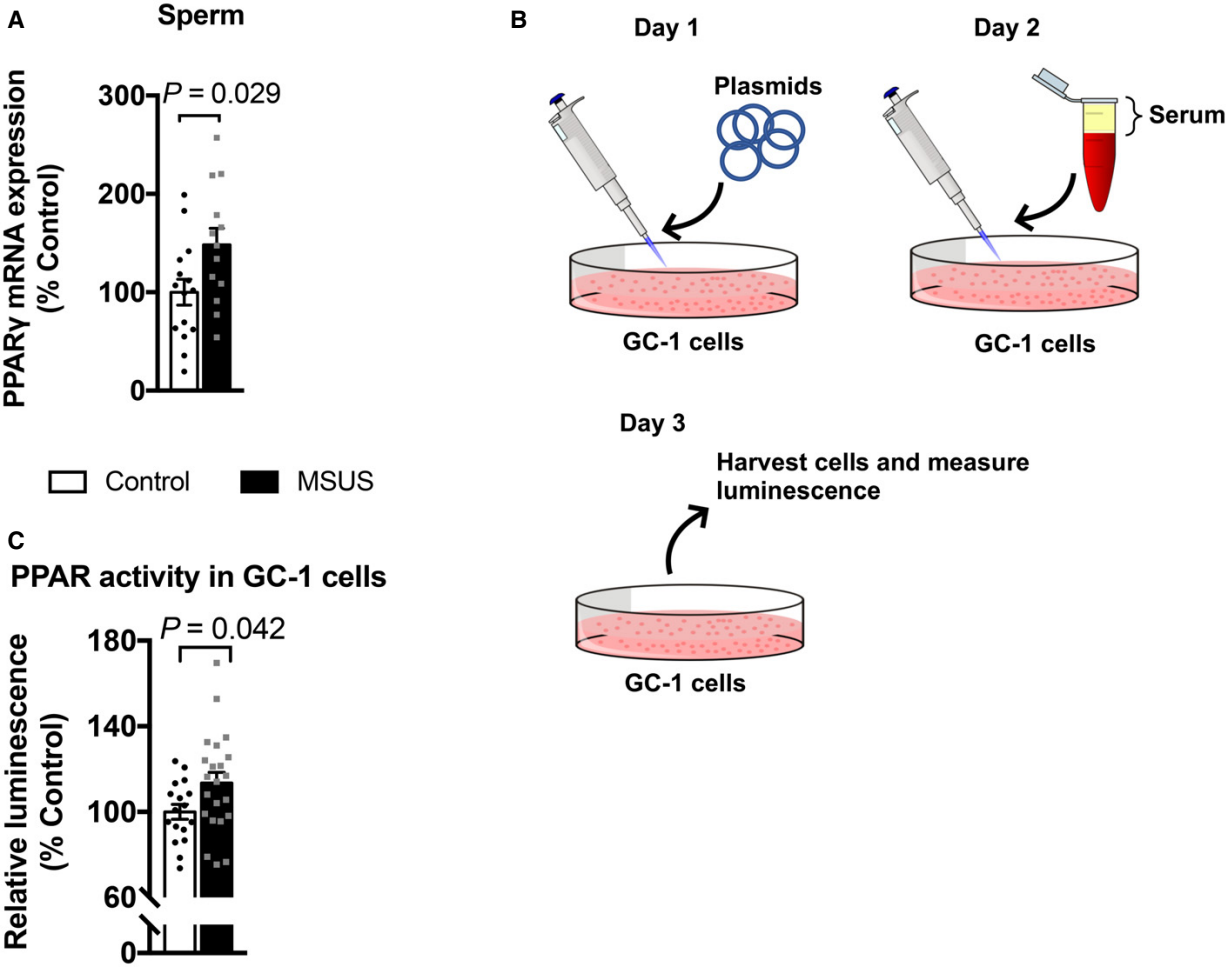
Analyses of PPAR expression and PPAR activity in sperm and germ‐like GC‐1 cells PPARγ mRNA expression in sperm from control and MSUS mice. Control, *n *=* *15; MSUS, *n *=* *13, two‐tailed Student's *t*‐test, *P *=* *0.029, *t *=* *2.30, df = 26.Schematic of serum treatment of GC‐1 cells. On day 1, cells are transfected with PPRE and luciferase normalization plasmids. Serum is mixed in culture medium at 10% concentration and exposed to cells on day 2. Cells are harvested 24 h later (Day 3), and luminescence is measured.Relative luciferase luminescence in transfected GC‐1 cells exposed to serum from control or MSUS mice. Numbers correspond to serum from individual animals applied to different cell culture wells. Control, *n *=* *17; MSUS, *n *=* *22, two‐tailed Student's *t*‐test, *P *=* *0.042, *t *=* *2.1, df = 37.Data information: Data are reported as mean ± SEM.

### Paternal PPAR activation induces phenotypes into offspring and grand‐offspring

Although previous studies have implicated PPAR and other nuclear receptors in the effects of environmental exposure and phenotype transmission (Lillycrop *et al*, 2008; Carone *et al*, 2010; Zeybel *et al*, 2012; Martínez *et al*, 2014; Baptissart *et al*, 2018), none have tested their causal involvement. We examined if PPAR can induce phenotype transmission by mimicking its activation in adult control males via chronic intraperitoneal (i.p.) injection of the dual PPARα/γ agonist tesaglitazar (10 μg/kg) (Fig 3A). We chose a dual agonist to activate multiple PPAR and better mimic the effects of MSUS. Following a 46‐day delay after the last injection to allow a full spermatogenesis cycle and eliminate transient effects of the drug, males were bred with control females to generate offspring. When adult, the offspring were bred with naïve females to produce grand‐offspring. Both offspring and grand‐offspring of tesaglitazar‐injected males had significantly reduced body weight compared to the offspring and grand‐offspring of vehicle‐injected controls (Fig 3B; Appendix Fig S8A), despite an initial increase at PND8 (Appendix Fig S9). This effect was not due to a difference in fathers’ weight after the injections or at the time of breeding (Appendix Fig S10). Further, blood glucose during a glucose tolerance test (GTT) was reduced in offspring and grand‐offspring compared to controls (Fig 3C; Appendix Fig S8B), suggesting increased insulin sensitivity as previously observed in MSUS offspring (Gapp *et al*, 2014a). However, glucose response during a restraint stress was not altered, unlike in MSUS animals (Gapp *et al*, 2014a; Appendix Fig S11A). This may be because tesaglitazar does not involve the stress response unlike MSUS. These results indicate that tesaglitazar can mimic some of the metabolic effects of MSUS across generations.

**Figure 3:**
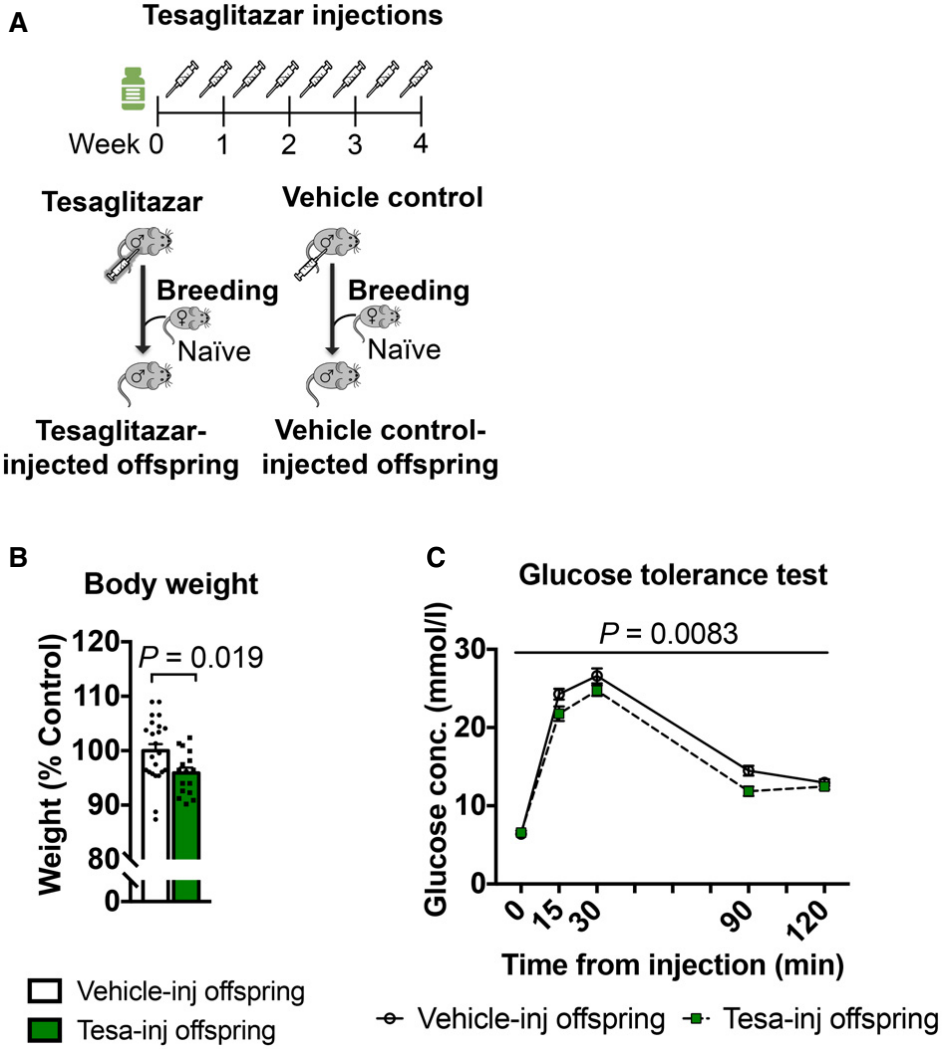
Tesaglitazar injection reproduces MSUS phenotypes in the offspring Control males were injected with either tesaglitazar (grey syringe) or vehicle twice per week for 4 weeks. Males were paired with control females to generate offspring.Adult weight in the offspring of tesaglitazar‐injected males (Tesa‐inj, *n *=* *16) compared to the offspring of vehicle‐injected males (Vehicle‐inj, *n *=* *23). Two‐tailed Student's *t*‐test, *P *=* *0.019, *t *=* *2.44, df = 37.Glucose level in the offspring of Tesa‐inj (*n *=* *14) and Vehicle‐inj (*n *=* *21) males during a glucose tolerance test. Repeated‐measures ANOVA, treatment effect *P *=* *0.0083, *F* (1, 33) = 7.877, time effect *P *<* *0.0001, *F* (4, 132) = 347.7, interaction *P *=* *0.0776, *F* (4, 132) = 2.155 Conc.; concentration.Data information: Data are reported as mean ± SEM.

We then asked if blockade of PPAR functions can have opposite effects in the offspring. Because PPARγ knockout models cannot produce viable offspring (Barak *et al*, 1999; Kubota *et al*, 1999) and lifelong alteration of PPAR activity strongly alters physiology (Bensinger & Tontonoz, 2008), we used a PPARγ antagonist (T0070907), the most suitable existing drug we could identify. T0070907 or saline was injected in adult control males, and the injected males were bred to control females to obtain a progeny. PPARγ antagonist did not produce any effect on adult weight or blood glucose on GTT in the offspring (Appendix Fig S12A and B), suggesting that PPARγ inhibition in adulthood is not sufficient to affect metabolism or is effectively compensated for.

### MSUS‐induced shift in sperm payload is reflected in sperm of tesaglitazar‐injected fathers

Since sperm RNA has been causally involved in the transmission of the effects of MSUS to the offspring (Gapp *et al*, 2014a, 2020), we examined if RNA is altered in sperm of tesaglitazar‐injected males. 

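Sperm was collected 46 days after the last injection from males that had received tesaglitazar, a dual agonist of PPARα and PPARγ, at 10 μg/kg or vehicle, 2 times per week for 4 weeks. The authors depleted total sperm RNA of rRNA, sequenced it and quantified the reads with Salmon on transcripts, piRNA precursors and transposable elements concatenated by family. The deposited values are Salmon's estimated counts per gene or repeat family, without normalization. They cover 7 libraries of tesaglitazar-injected males (Tesa-inj) and 7 of vehicle-injected males (Vehicle-inj), while the legend of Fig 4 gives n = 6 for Tesa-inj and n = 7 for Vehicle-inj. The paper's text does not name the library that was left out, so all 14 libraries were used and values without each library are given where they differ. The counts were rounded to whole numbers and normalized by TMM over all quantified features. Features with more than 20 counts in at least 6 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, where the paper used edgeR's exact test. The table holds 3082 features, each with more than 20 counts in at least 3 libraries, so RNAs below this level or present in 1 or 2 libraries cannot be examined. The libraries held between 4538102 and 13513816 counts, with a median of 8744982 in Tesa-inj and 8189883 in Vehicle-inj. Rn18s-rs5, an 18S rRNA pseudogene, took 56.9% of all counts and Yam1 17.5%. Outside the 5 most abundant features, 158820 counts were left in library KG8-02 (Tesa-inj) and 7119414 in library KG8-14 (Vehicle-inj), a 44.8-fold range, and the TMM factors ran from 0.0981 to 8.15. In library KG8-02, 623 of the 2866 features that passed the filter had more than 20 counts. Library numbers 11 to 14, of which 2 are Tesa-inj and 2 Vehicle-inj, held 1458 to 4128 CPM of all counts, before TMM, on Lars2, against 92.1 to 212 in libraries 1 to 10, and were for this treated as a possible library batch. After TMM these ranges overlapped, while the ratio of Lars2 to RP23-81C12.3, which no scaling changes and which was computed after the batch had been set, was 0.763 to 1.03 in libraries 11 to 14 and 0.124 to 0.218 in libraries 1 to 10. All other CPM values given for sperm and serum are scaled by TMM.

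**Figure D1:**
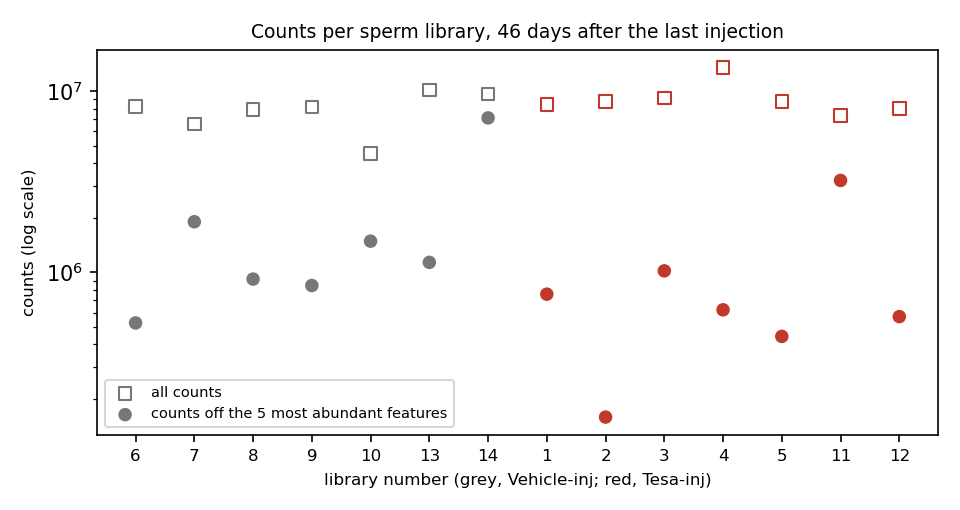
Counts of each sperm library on a log scale, with all counts as open squares and counts outside the 5 most abundant features as filled circles, for Vehicle-inj (grey) and Tesa-inj (red) libraries by number. All counts lie between 4538102 and 13513816, while the remaining counts fall to 158820 in library 2 and reach 7119414 in library 14.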

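Transposable elements made up 584 of the features quantified in sperm 46 days after the last injection, and 567 of them passed the count filter. They took 9.82% ± 4.15 (SD, n = 7) of the counts in Tesa-inj libraries and 13.6% ± 4.41 (SD, n = 7) in Vehicle-inj libraries. This difference was within the spread between libraries (two-sided exact permutation test, p = 0.129), and without library KG8-11 the same exact test gave p = 0.0490. The share also moves with the counts on Rn18s-rs5. In KG8-02 Rn18s-rs5 took 74.8% of the counts and the elements 4.61%, and in KG8-14 they took 8.64% and 19.3%. In edgeR's quasi-likelihood test, 1 element passed an adjusted p of 0.05 and 22 had an unadjusted p under 0.05, of which 14 were lower in Tesa-inj; this split turned with single libraries, with 1 of 11 lower without KG8-09, 2 of 12 without KG8-01, 2 of 10 without KG8-11 and 13 of 13 without KG8-12. The element was MMVL30-int, with 119 CPM in Tesa-inj and 27.9 in Vehicle-inj, a log2 fold change of 2.08 (standard error 0.32, adjusted p = 7.12e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rested on library KG8-12, which had 654 CPM, while the other 6 Tesa-inj libraries had at least 21.5 and stayed below the highest of the Vehicle-inj libraries, which had 19.8 to 35.2. Without library KG8-12, the log2 fold change of MMVL30-int was 0.03 and no element passed the threshold. Without any other single library, between 1 and 6 elements passed it. With a term for the possible batch of libraries 11 to 14, no element passed it. The next elements by p were RLTR4_MM-int, with a log2 fold change of 1.12 (standard error 0.32, adjusted p = 0.148 in the same edgeR test), and L1Md_T, with 1.11 (standard error 0.38, adjusted p = 0.512 in the same edgeR test). ORR1A3 had a log2 fold change of 0.93 and MuLV-int one of 0.89. Without library KG8-12, the log2 fold change was -0.07 for RLTR4_MM-int, 0.41 for L1Md_T, -0.47 for ORR1A3 and -0.32 for MuLV-int. Of the 567 elements, 531 had a log2 fold change below 0, with a median of -0.25. This median depended on the scaling: it was 0.02 when TMM was computed over the tested elements alone and -1.74 with library totals in place of TMM, the alternative that moved the result most, in which 540 elements passed the threshold, each of them lower in Tesa-inj. With edgeR's exact test, 6 elements passed it, all higher in Tesa-inj, and under the same test without library KG8-12 none did.

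**Figure D2:**
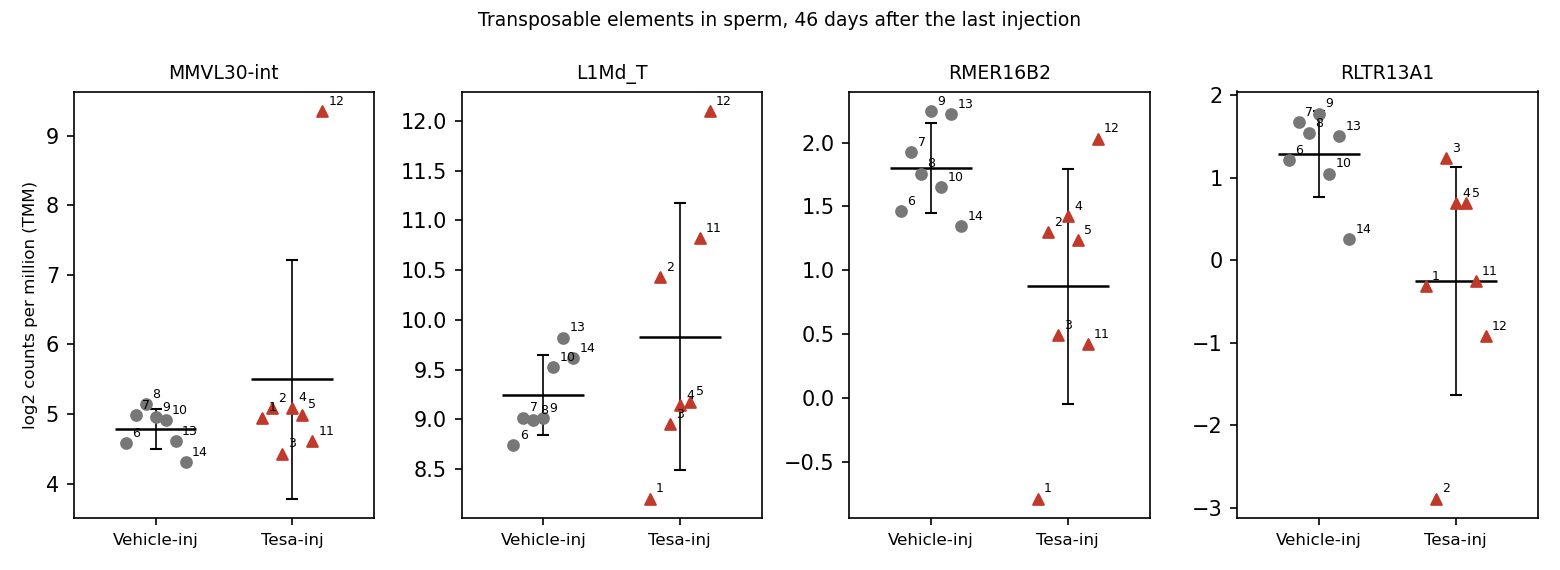
log2 CPM after TMM of 4 transposable elements in each library of vehicle-injected (grey circles) and tesaglitazar-injected (red triangles) males, labelled by library number, with the mean and SD of each group as a line and bar. MMVL30-int reaches 9.35 in library 12 and stays between 4.31 and 5.14 in the other 13 libraries, while RMER16B2 and RLTR13A1 have lower means in Tesa-inj.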

Deep sequencing revealed differential RNA expression in sperm of tesaglitazar‐injected males compared to vehicle‐injected controls, in particular dysregulation of transposable elements (TEs) (Appendix Fig S13A). These results are consistent with previous observations in liver of tesaglitazar‐treated mice (Ferguson *et al*, 2018) and in sperm of males exposed to MSUS (Gapp *et al*, 2020). 

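The deposited counts at 46 days were divided by name and annotation into 584 transposable elements and 2458 mRNAs and lincRNAs, and 40 features of other classes. Of the 10 elements that Fig 4A shows, 7 were in the table: MER67D, RLTR13A1, RLTR13B4, RLTR13D3A1, RLTR26D_MM, RLTR9A3 and RMER16B2. All 7 were lower in Tesa-inj than in Vehicle-inj, with log2 fold changes from -1.09 to -0.42 and a median of -0.81, against -0.25 over all tested elements. RLTR13A1 had 0.996 CPM in Tesa-inj and 2.43 in Vehicle-inj, and its log2 fold change of -1.09 (standard error 0.41) had an unadjusted p of 0.0085 in edgeR's quasi-likelihood test. RMER16B2 had 2.00 CPM against 3.44, a log2 fold change of -0.96 (standard error 0.41) with an unadjusted p of 0.0179 in the same test, and in 5 of the 7 Tesa-inj libraries, or 6 with library totals in place of TMM, it lay below every Vehicle-inj library. MER67D and RLTR26D_MM also had an unadjusted p under 0.05, and RLTR13B4, RLTR9A3 and RLTR13D3A1 did not. None of the 7 passed an adjusted p of 0.05, either over all tested elements or adjusted over the list alone, where the smallest adjusted p of edgeR's test was 0.0594; the list was chosen by the study on these libraries and so is not independent evidence. The 7 stayed lower in each alternative that tested all of them, and within libraries 1 to 10 alone the 5 that were tested did; the median of the 7 ran from -0.42, with TMM over the tested elements alone, to -2.11, with library totals, where all 7 passed the threshold; limma voom called 1 of them. Counts were low, with RLTR13A1 between 0 and 83 per library. The MSUS sperm libraries and the correlation of fold changes were not analysed here.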

In a targeted analysis, 630 TE and > 4,000 mRNA/lincRNA transcripts were annotated and there was a significant correlation in fold change of differentially expressed TEs (MSUS versus controls and tesaglitazar versus controls), including several long terminal repeat elements (LTRs) between tesaglitazar‐injected and MSUS sperm (Fig 4A; Appendix Fig S13B). A modest fold change correlation of mRNAs/lincRNAs was also noted, in particular with lincRNAs that are the most enriched across datasets (Fig 4B; Appendix Fig S13C). 

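Of the 15 mRNAs and lincRNAs that Fig 4B shows, 9 were in the 46-day table and 8 passed the count filter, Plod1 being the exception. The 8 genes were all lower in Tesa-inj, with log2 fold changes from -0.88 to -0.20 and a median of -0.70. Gm26547 had 10.0 CPM in Tesa-inj and 16.5 in Vehicle-inj, a log2 fold change of -0.75 (standard error 0.31) with an unadjusted p of 0.0298 in edgeR's quasi-likelihood test. Mylk4 had 2.46 against 4.20 CPM, a log2 fold change of -0.64 (standard error 0.29), and lay below every Vehicle-inj library in 6 of 7 Tesa-inj libraries, or 4 with library totals in place of TMM. RP23-303C8.1 had 3.05 against 5.57 CPM and a log2 fold change of -0.79 (standard error 0.36). These 3 genes had an unadjusted p under 0.05, and Gm10719, Olfr1307, RP23-276C6.3, RP23-330D3.3 and RP23-430J15.2 did not. None of the 8 passed an adjusted p of 0.05 in edgeR's test, over all 2262 tested genes or adjusted over the list alone, and the list was chosen by the study on these libraries. The direction of RP23-330D3.3 rested on single libraries: its log2 fold change was 0.05 without library KG8-01 and 0.00044 without library KG8-11, and under edgeR's exact test it was also above 0 without KG8-02, KG8-03 or KG8-05. The other 7 genes stayed lower in each of these settings.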

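Among the 2262 mRNAs and lincRNAs tested at 46 days, none passed an adjusted p of 0.05 in edgeR's quasi-likelihood test and 130 had an unadjusted p under 0.05. Among the alternatives with all libraries, edgeR's exact test moved the number of calls most: 12 passed, and 11 of these were higher in Tesa-inj; DESeq2 and limma voom gave 0. Of the 12, 4 were mitochondrially encoded and 8 were not: C3, C4b, Lrp1, Abca1, RP23-8J15.1, RP23-8J15.3, RP23-8J15.4 and RP24-13G16.1. In the quasi-likelihood test C3 had the largest log2 fold change of the genes named here, 6.47 (standard error 1.73), followed among those outside the mitochondrial genome by C4b with 4.99 (standard error 1.29), Lrp1 with 4.78 (standard error 1.30) and RP23-8J15.4 with 4.48 (standard error 1.15), while RP24-152H15.4 was lower, with -1.25 (standard error 0.34); their adjusted p in edgeR was that of mt-Nd4 below. Without library KG8-12 these values were 0.15, 1.03, 0.57, 1.31 and -1.36. The 5 mitochondrially encoded mRNAs in the table were all higher in Tesa-inj, except that mt-Co1 was lower under DESeq2 (-0.08), under limma voom (-0.07) and within libraries 1 to 10 (-0.24). mt-Nd4, a subunit of complex I, had a log2 fold change of 5.79 (standard error 1.35, adjusted p = 0.512 from edgeR's quasi-likelihood test), mt-Cytb, of complex III, one of 5.65 (standard error 1.33) and mt-Nd1 one of 5.37 (standard error 1.33). mt-Nd5 and mt-Co1 had log2 fold changes of 4.08 and 3.87. Adjusted over the list alone, all 5 passed a threshold of 0.05 in edgeR's test, which is not independent evidence, since the study called 3 of them on these libraries. mt-Nd4 was above every Vehicle-inj library in 6 of 7 Tesa-inj libraries, with 627 CPM in library KG8-12, 51.2 in library KG8-02 and 1.21 to 9.15 in the other 5, against 0.656 to 2.50 in Vehicle-inj. This count depended on the scaling: with library totals in place of TMM, 1 Tesa-inj library, KG8-12, was above every Vehicle-inj library, where KG8-14 was highest with 20.2 per 1e6 counts, and mitochondrially encoded mRNAs took 0.0021% of all counts in KG8-02, the lowest share in Tesa-inj. The 51.2 CPM of library KG8-02 rest on 44 counts, and the 627 of library KG8-12 on 1586. Without library KG8-12, the log2 fold change was 2.34 (standard error 0.71) for mt-Nd4, 1.98 (standard error 0.59) for mt-Cytb, 1.89 for mt-Nd1, 1.22 for mt-Nd5 and -0.12 for mt-Co1, and 3 of the 5 passed when adjusted over the list alone. With the exact test and the group sizes of the paper, each Tesa-inj library was left out in turn, a choice made after the data were seen, and mt-Nd4 and mt-Cytb passed in each case, with adjusted p-values of edgeR from 0.000298 to 0.0243. Without library KG8-12 that test called 3 genes, mt-Nd4 with a log2 fold change of 2.74 (adjusted p = 0.0243 in edgeR), mt-Cytb with 2.26 and RP24-13G16.1 with -1.89, while mt-Nd1 had 2.23 (adjusted p = 0.156 in edgeR). Without both KG8-12 and KG8-02 it called none, and mt-Nd4 had a log2 fold change of 1.41. Within libraries 1 to 10 alone, which leave out the possible batch and KG8-12 with it, the log2 fold change was 2.70 for mt-Nd4, 2.24 for mt-Cytb and 2.01 for mt-Nd1 in the quasi-likelihood test, and no gene passed over all genes. As a share of all counts, mitochondrially encoded mRNAs took 0.0310% ± 0.0651 (SD, n = 7) in Tesa-inj and 0.0126% ± 0.0163 (SD, n = 7) in Vehicle-inj (two-sided exact permutation test, p = 0.734). This share also moves with the counts on Rn18s-rs5, which took a mean of 61.2% of the counts in Tesa-inj and 50.5% in Vehicle-inj.

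**Figure D3:**
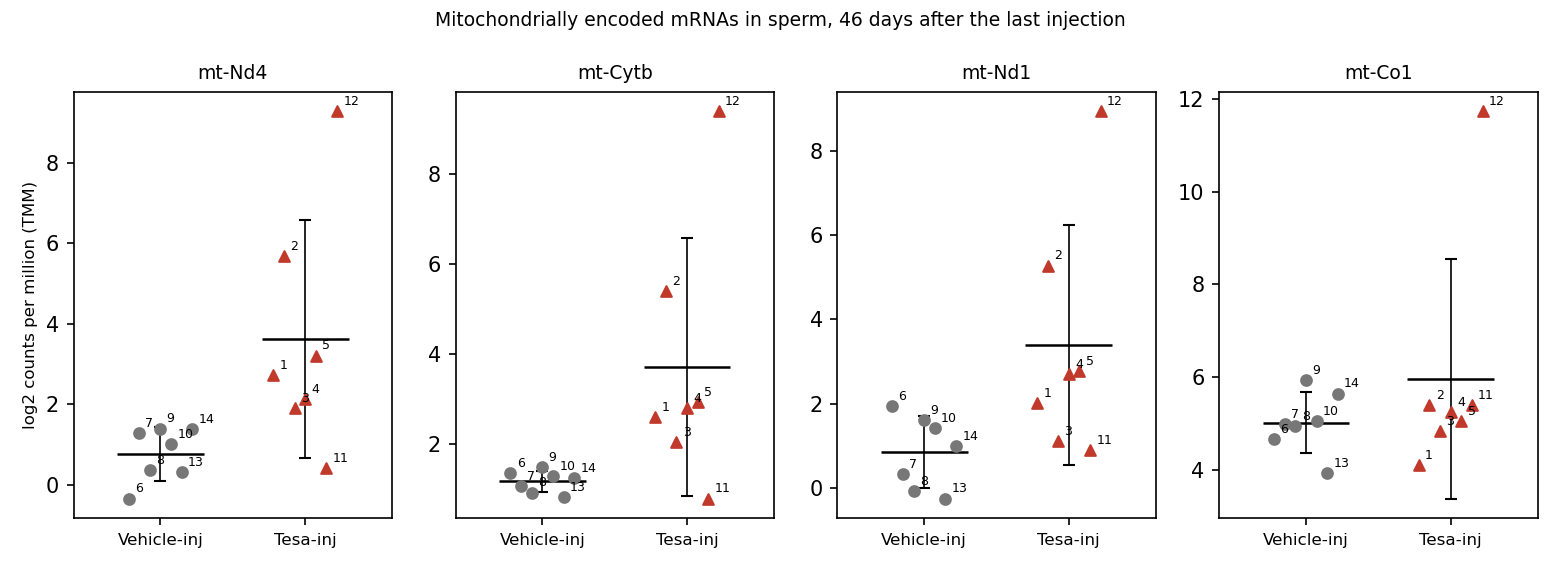
log2 CPM after TMM of 4 mitochondrially encoded mRNAs in each library of vehicle-injected (grey circles) and tesaglitazar-injected (red triangles) males, labelled by library number, with the mean and SD of each group as a line and bar. Library 12 is the highest for all 4 mRNAs, at 9.29 for mt-Nd4, followed by library 2 for mt-Nd4, mt-Cytb and mt-Nd1.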

Several mRNAs were also altered in sperm of tesaglitazar‐injected males (FDR < 0.05), for instance, genes involving the mitochondrial respiratory chain complex (Fig 4C and D; Appendix Fig S14C), consistent with a role for PPAR in mitochondrial metabolism (Zhang *et al*, 2015). 

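The enrichment analysis of the paper starts from the genes with an unadjusted p under 0.05. Of these 130 genes in edgeR's quasi-likelihood test, 112 were higher and 18 lower in Tesa-inj; with the exact test there were 148, of which 126 were higher, while limma voom gave 134 with 87 lower and library totals gave 37 with 32 lower. Without library KG8-12 the quasi-likelihood test gave 75 genes, 29 higher and 46 lower, and 36 of them were among the 130. The enrichment itself was not repeated, as no table of GO terms was used here. Instead, a list of 119 genes of lipid metabolism was written before the data were examined, of which 20 were in the table and 19 passed the count filter. Abca1, Dgat2, Elovl5 and Fasn, all higher in Tesa-inj, were the 4 list genes with an unadjusted p under 0.05, which is 21.1% of the list against 5.62% of the other genes (odds ratio 4.47, two-sided Fisher's exact test, p = 0.0206). Without library KG8-12, Abca1 was the single list gene left, 5.26% of the list against 3.17% of the other genes (two-sided Fisher's exact test, p = 0.461). Adjusted over the list alone, 1 gene passed a threshold of 0.05, and over all genes none did. As a set, the list was shifted upwards in limma's camera test with a preset correlation of 0.01, with a mean log2 fold change of 0.24, 12 of 19 genes higher and an unadjusted p of 0.0088, or 0.0133 adjusted over the 3 lists tested. The call did not hold with the correlation estimated from the data (0.276), under fry (0.388) or without library KG8-12 (0.603), where the mean was -0.06 although camera, which ranks genes against the rest, gave the direction as up. The mitochondrially encoded mRNAs were shifted upwards as a set in the same camera test (2.70e-06), also with the estimated correlation (0.0454) but not under fry (0.0917); 3 of these 5 were called by the study on the same libraries, which leaves the test without independent weight. Of 78 nuclear genes of the respiratory chain, 2 were in the table.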

Further analysis of RNA in tesaglitazar‐injected sperm confirmed significant GO term enrichments for fatty acid and lipid biosynthetic and metabolic processes (Fig 4E), pathways relevant for PPAR activity. Together, these data suggest a link between PPAR pathways in the periphery and long‐term effects on sperm RNA.

**Figure 4:**
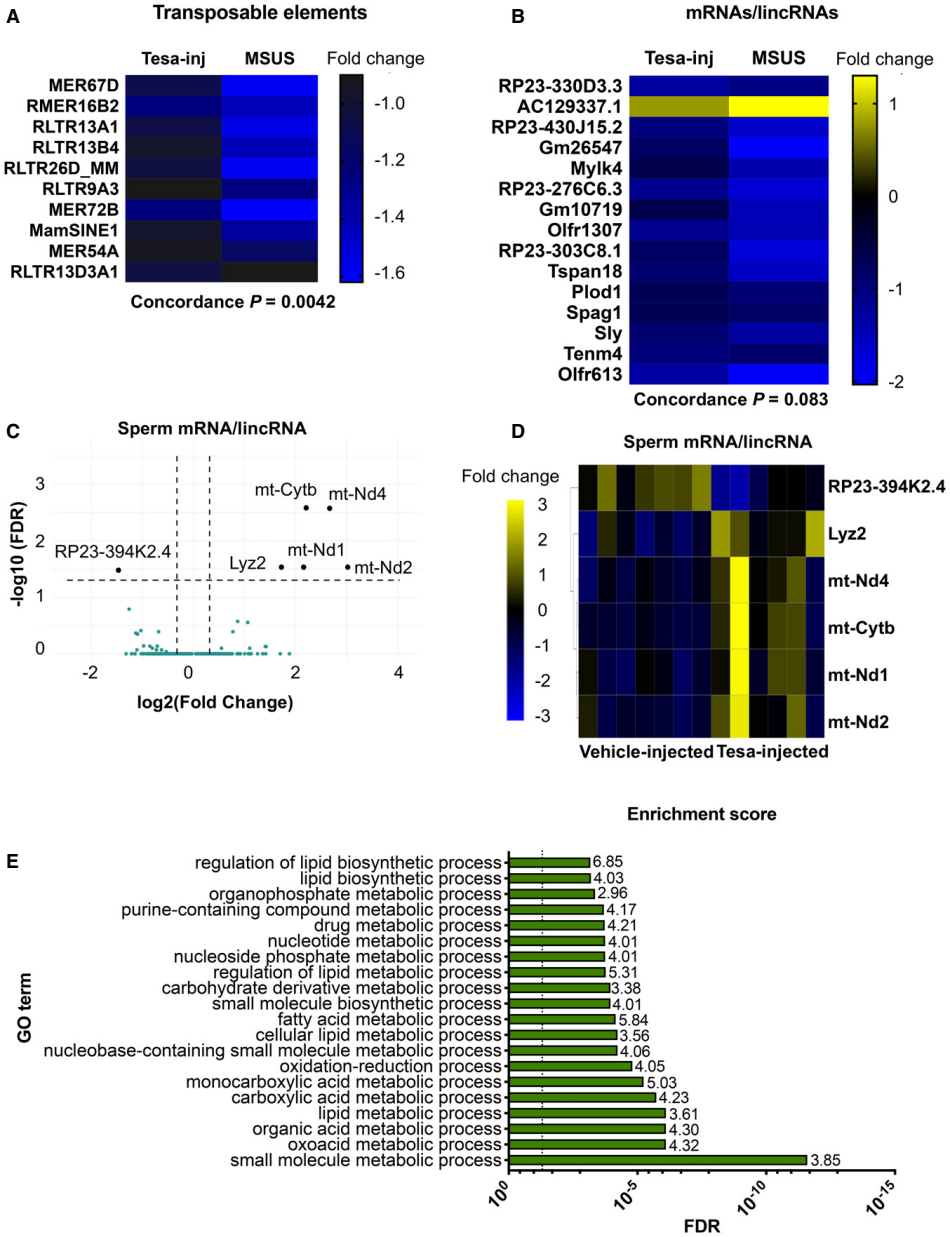
Differential RNA payloads in sperm from tesaglitazar‐injected males and overlap with sperm from MSUS males A, BDifferentially expressed (A) transposable elements and (B) mRNAs/lincRNAs in sperm from Tesa‐inj and MSUS males. Data represent genes with *P *<* *0.05 and similar fold change. Fold change in heat map represents log2(fold change) respective to the corresponding control group. Total overlap is presented in Extended Data Fig 11.C, D(C) Volcano plot and (D) heat map of differentially expressed (FDR < 0.05) mRNA/lincRNA in sperm from Tesa‐inj males. Dashed black lines in (C) represent y = 1.3, equivalent to FDR = 0.05, and x = ±0.03, equivalent to FC = 1.23 and 0.81. Black dots represent top candidates, which all have FC > 2 or FC < 0.5, and FDR < 0.05. Teal dots represent non‐significant genes.EGO enrichment scores for differential RNA in Tesa‐inj male sperm. Enrichments calculated with *P *<* *0.05. For Tesa‐inj, *n *=* *6; Vehicle‐inj, *n *=* *7; MSUS, *n *=* *4; and control, *n *=* *3. Dashed black line represents FDR = 0.05. FDR, false discovery rate; FC, fold change.

### Serum upregulates PPAR activity in spermatogonial stem cell‐like cells

RNA in sperm is thought to originate in part from earlier stages of spermatogenesis (Gapp *et al*, 2020), since mature sperm cells themselves are transcriptionally silent. Interestingly, sperm long RNA was not altered by tesaglitazar 1 day after the final injection unlike 46 days following the last injection (Appendix Fig S15A–D). This suggests that sperm cells are not directly affected (at least not at the level of RNA) and thus that the drug may induce changes at earlier spermatogenic stages that only appear later in mature sperm. To confirm this hypothesis, we assayed PPAR activity in GC‐1 spg cells carrying a PPRE reporter exposed to serum collected 1 day after tesaglitazar injection and observed increased luminescence compared to cells exposed to serum from vehicle‐injected controls (Appendix Fig S16). These results indicate that serum from both MSUS and tesaglitazar‐injected males can upregulate PPAR activity directly in early‐stage spermatogenic cells. 

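Sperm was also collected 24 h after the last injection from 4 tesaglitazar-injected and 4 vehicle-injected males. For these samples the authors selected polyadenylated RNA, where the samples at 46 days were depleted of rRNA, and the deposited values are again Salmon's estimated counts. The libraries held between 15337589 and 27709990 counts, with a median of 22120695 in the tesaglitazar group and 17444448 in the vehicle group. RP23-81C12.3 took 32.1% of the counts and Lars2 10.5%. Of the 16242 features, 13030 mRNAs and lincRNAs and 542 transposable elements had more than 20 counts in at least 4 libraries and were tested as at 46 days. No mRNA or lincRNA passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, nor in edgeR's exact test, DESeq2 or limma voom, and 313 had an unadjusted p under 0.05, with 419 in DESeq2 and 919 in limma voom. The smallest p belonged to RP23-175J8.3, with 36.7 CPM against 65.5, a log2 fold change of -0.84 (standard error 0.20) and an adjusted p of 1.00 in edgeR's test. Tet2 followed with a log2 fold change of -1.97 (standard error 0.48) and Cep70 with -1.18 (standard error 0.29), then RP23-464F22.3 with -1.01 and RP24-238M4.4 with -0.98; in each of these 5 genes all 4 tesaglitazar libraries lay below all 4 vehicle libraries, while with library totals in place of TMM this held for Tet2 alone and in the other 4 for 3 of the 4 tesaglitazar libraries. The 12 mitochondrially encoded mRNAs that passed the filter had log2 fold changes from -0.77 to -0.18, none with an unadjusted p under 0.05; without vehicle library 6, mt-Co1, mt-Co2, mt-Cytb, mt-Nd1 and mt-Nd4 were above 0, and mt-Cytb also without tesaglitazar library 5. mt-Nd4 had 1595 CPM after tesaglitazar and 1955 after vehicle. No transposable element passed the threshold, and 65 had an unadjusted p under 0.05, of which 64 were lower after tesaglitazar. The median log2 fold change of the elements was -0.32, and it was -0.00042 with TMM over the tested elements alone, where 19 elements had an unadjusted p under 0.05 and 4 of these were lower. L1M4, Lx6, RLTR45-int and L1ME4b were lower in each tesaglitazar library than in every vehicle library, which with library totals held for RLTR45-int alone, with log2 fold changes from -0.64 to -1.48, and RMER3D-int, with the smallest p, had -1.15 (standard error 0.35). In counts simulated from these 8 libraries with changes of 2 on the log2 scale, the quasi-likelihood test recovered 30.9% of the changed genes and 84.4% of the changed elements. No outlying library was simulated, so these shares need not hold for the real libraries.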

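Whether the effect of tesaglitazar differed between 24 h and 46 days was tested in one edgeR model over all 22 sperm libraries, on the 2141 mRNAs and lincRNAs that passed the count filter in both tables. In it the time point is also the library type, since RNA was polyA-selected at 24 h and depleted of rRNA at 46 days. No gene passed an adjusted p of 0.05 for the difference between the 2 effects in edgeR's quasi-likelihood test, and 208 had an unadjusted p under 0.05, 198 of them with the higher log2 fold change at 46 days. limma voom gave 1 gene, and leaving out tesaglitazar library 1 of the 24-h experiment gave 11, while leaving out library 3 or library 5 gave 4 each. The 198 of 208 were not counted again without library KG8-12. At 46 days alone, leaving it out turned 112 higher and 18 lower genes into 29 higher and 46 lower. In counts simulated with changes of 2 on the log2 scale at 46 days only, this model recovered 69.6% of the changed genes and made 13 false calls. The difference was 6.09 on the log2 scale for mt-Nd4 (standard error 1.74, adjusted p = 0.280 in edgeR's test), 5.84 for mt-Cytb and 5.70 for mt-Nd1, and without library KG8-12 it was 2.57, 2.12 and 2.18. The 5 smallest p-values in this model belonged to RP24-238M4.4, Gm8251, RP23-438F16.2, RP23-306I10.1 and RP23-158E1.4, with differences from 0.95 to 1.61 and an adjusted p of 0.240 in edgeR's test; their log2 fold changes lay between -1.44 and -0.98 at 24 h and between -0.02 and 0.31 at 46 days. From an alteration at 46 days and none 1 day after the final injection, the paper proposes that the drug acts on earlier spermatogenic stages and that the changes appear later in mature sperm.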

Indirect effects of PPAR activation mediated by secondary factors present in circulation may, however, also occur *in vivo*. But this is unlikely the case with tesaglitazar since circulating metabolites are not affected by drug treatment, suggesting that there are no secondary factors at the time of breeding (Appendix Fig S17).

### *In vivo* serum transfer induces phenotype transmission to offspring

We next tested if serum can also have effects *in vivo*. Blood was collected from 4‐month‐old MSUS and control males, and serum was prepared and chronically injected intravenously (i.v.) in control adult males (Fig 5A). We chose serum over plasma for *in vivo* injections to avoid potential interference of clotting factors. Following 4‐week treatment, males were bred with control females to generate offspring that were phenotyped when adult. The offspring of males injected with MSUS serum trended towards reduced weight (Fig 5B) and had significantly decreased blood glucose upon acute stress (Fig 5D), similar to that observed in MSUS offspring (Fig 5B and C, Gapp *et al*, 2014a). There was no difference in blood glucose on GTT in these offspring (Appendix Fig S11B), like in MSUS mice (Gapp *et al*, 2014a). The results indicate that the metabolic effects of MSUS serum are different from those of tesaglitazar treatment, which is expected since MSUS is a complex paradigm that activates components of the stress response, such as hormones, non‐lipid metabolites and other circulating and cellular constituents. To assess whether other factors than metabolites are involved, we examined proteins in plasma using unbiased mass spectrometry. No significant difference passing multiple testing corrections could be detected (Appendix Fig S18A). One interesting candidate was C‐reactive protein (CRP), which was downregulated in the proteomic datasets and could be confirmed by ELISA in a separate batch of MSUS samples (Appendix Fig S18B). CRP is a marker of inflammation linked to PPAR signalling and can be negatively regulated by PPAR activity (Zambon *et al*, 2006). 

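Small RNA was sequenced from serum of 4 males exposed to MSUS, which combines separation from the mother for 3 h per day from postnatal day 1 to 14 with stress of the mother, and of 4 control males. The authors trimmed the reads with cutadapt and merged 2 sequencing runs per library, and the deposited values are the read counts of each unique sequence, without normalization. The table names sequences and not the miRNAs or other features the authors assigned them to. Sequences were therefore not assigned to miRNAs, and counts per miRNA were not tested. Any miRNA reads above the count filter were tested as single sequences. It holds 21634 sequences of 15 to 49 nt. The libraries held 12445867 to 16733257 counts, with a median of 14350210 in controls. The most abundant sequence, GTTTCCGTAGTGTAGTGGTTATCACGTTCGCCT, took 17.9% of all counts. Sequences of 28 to 34 nt took 80.4% ± 4.30 (SD, n = 4) of the counts in MSUS serum and 75.6% ± 4.14 (SD, n = 4) in control serum (two-sided exact permutation test, p = 0.171), and sequences of 20 to 24 nt took 16.4% ± 4.13 and 20.7% ± 3.65 (p = 0.171 in the same exact test). Over the 5 length classes compared, the smallest adjusted p of the exact tests was 0.214, and 4 animals against 4 allow no p below 0.0286.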

We also examined RNA in serum since circulating miRNAs are known to communicate with tissues outside their site of origin (Thomou *et al*, 2017), and because RNA itself has been implicated in epigenetic inheritance (Rassoulzadegan *et al*, 2006; Gapp *et al*, 2014a; Grandjean *et al*, 2016). 

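Of the unique sequences in serum, 5513 had more than 20 counts in at least 4 of the 8 libraries and were tested as single features after TMM normalization over all sequences. No sequence passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 684 had an unadjusted p under 0.05, 355 higher and 329 lower in MSUS serum. This count depended on the test: 31 sequences passed in edgeR's exact test, 46 in DESeq2 and 32 in limma voom. It also depended on control library ss5, without which 176 sequences passed in the quasi-likelihood test; without each of the other 7 libraries none did. The smallest p belonged to TAGTACTTGGATGGGAGACCGCC, with 2.30 ± 0.301 CPM (SD, n = 4) in MSUS serum and 9.90 ± 4.95 (SD, n = 4) in control serum, a log2 fold change of -2.10 (standard error 0.39, adjusted p = 0.305 in edgeR's test). TCCCATGGTATAGCGGTTAGGATTCCTGGT was higher in MSUS serum, with a log2 fold change of 2.04 (standard error 0.38), and GGCTTTGGTCTAGGGGTATGATTCTCGCTT with 1.92 (standard error 0.40). TAGCAGCACGTAAATATTGGCGT fell by 2.37 on the log2 scale and TCCACCAAGTTCCCGTGG by 2.99. The last of these had 36.7 to 79.0 CPM in 3 control libraries and 6.54 in ss5, against 4.38 to 7.33 in the MSUS libraries. Of the 31 sequences called by the exact test, 12 fell into 3 groups whose members hold one another or differ at 1 base, the largest with 7 sequences, and such near-identical reads are not independent features. In counts simulated from these 8 libraries with changes of 2 on the log2 scale, the quasi-likelihood test recovered 84.2% of the changed sequences. No outlying library was simulated, so this share need not hold for the real libraries.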

No significant difference in small RNAs could be detected in MSUS serum after multiple testing correction (Appendix Fig S19). These results suggest that circulating miRNAs probably do not play a major role, although exosomal or HDL‐associated RNA uptake (Cossetti *et al*, 2014) cannot be excluded. It should be noted that individual miRNAs were previously found by qPCR to be altered in MSUS serum (Gapp *et al*, 2014a) but this discrepancy may be due to technical differences in serum preparation or in RNA detection between RNA sequencing and qPCR.

**Figure 5:**
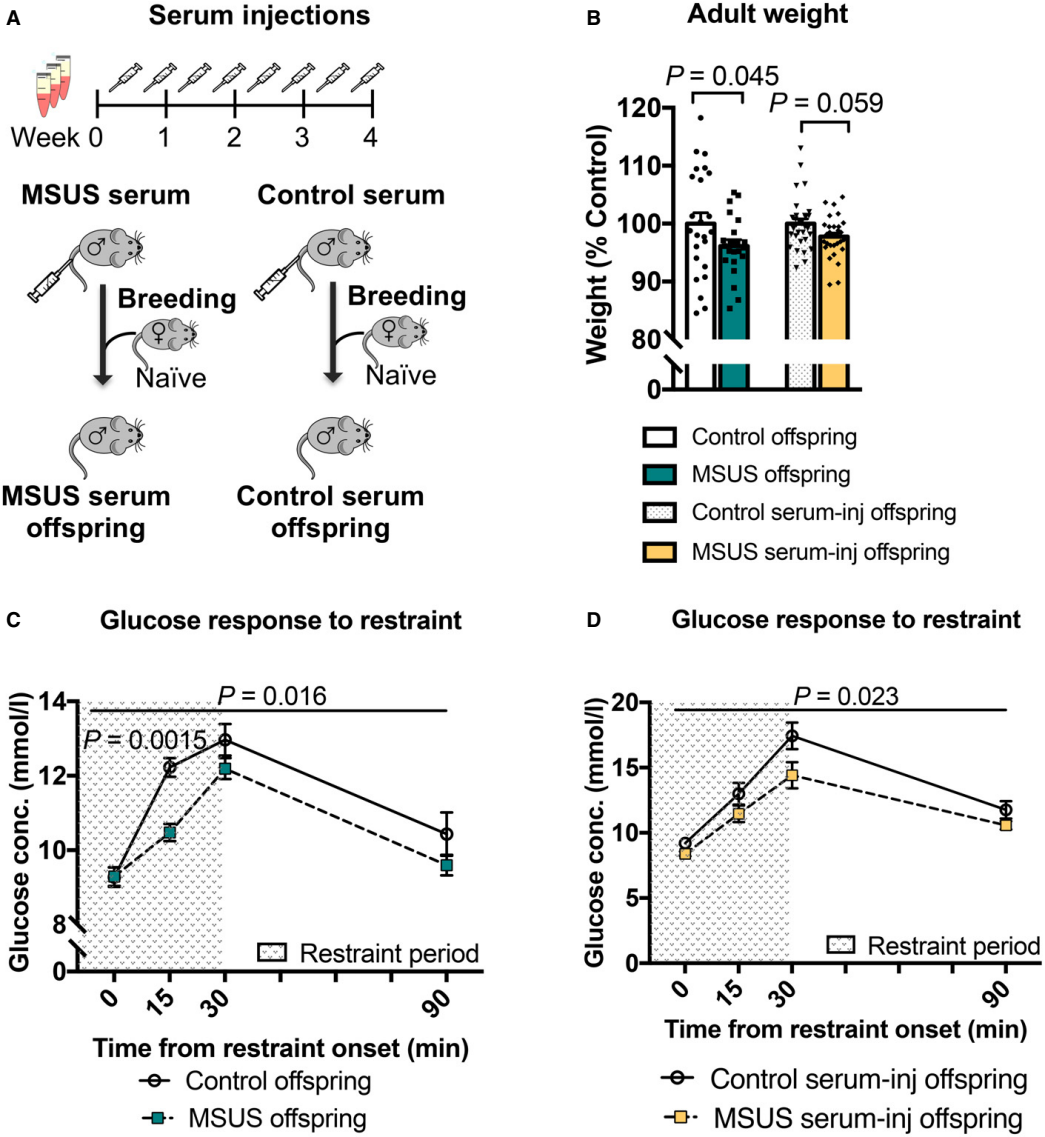
Injection of serum from MSUS mice recapitulates some MSUS metabolic phenotypes in the offspring ASerum was injected (90 μl) twice per week for 4 weeks into age‐matched control males. After injection, the males were paired with control females and their offspring were phenotyped when 3 months old and compared to the offspring of MSUS males.BWeight in adult male MSUS offspring and the offspring of males injected with MSUS serum compared to respective control groups. MSUS offspring, *n *=* *22; control offspring, *n *=* *24, one‐tailed Student's *t*‐test (data reproduced) *P *=* *0.045, *t *=* *1.734, df = 44. MSUS serum‐injected offspring, *n *=* *30; control serum‐injected offspring, *n *=* *31, two‐tailed Mann–Whitney *U *=* *334.5, *P *=* *0.059.C, DBlood glucose levels in MSUS offspring and the offspring of MSUS serum‐injected males following a 30‐min restraint challenge. MSUS offspring, *n *=* *13; control offspring, *n *=* *12, repeat‐measures ANOVA, treatment effect *P *=* *0.016, *F* (1, 23) = 6.704, time effect *P *<* *0.0001, *F* (3, 69) = 53.13, interaction *P *=* *0.027, *F* (3, 69) = 3.25, at 15 min adjusted *P *=* *0.0015, *t *=* *3.693, df = 92. MSUS serum‐injected offspring, *n *=* *17; and control serum‐injected offspring, *n *=* *14, repeat‐measures ANOVA, treatment effect *P *=* *0.023, *F* (1,14) = 6.493, time effect *P *<* *0.0001, *F* (3, 42) = 48.4, interaction *P *=* *0.29, *F* (3, 42) = 1.29. Conc., concentration.Data information: Data are reported as mean ± SEM.

## Discussion

Germ cells are the carrier of biological heredity that passes information from parent to progeny, information that is now recognized to involve both the genome and the epigenome (Chen *et al*, 2016). Because germ cells are sensitive to environmental factors, especially in early life (Day *et al*, 2016), they are subjected to alterations by exposure. If these alterations persist and are present at the time of conception, they may be transferred to the offspring. Our results (Appendix Fig S20) newly identify circulating factors as causal mediators of metabolic effects of postnatal trauma from exposed father to the offspring and highlight PPAR as one of the molecular contributors. While stress activates the sympathetic nervous system and the hypothalamic–pituitary–adrenal (HPA) axis, our results show that lipid metabolism also plays a role in the response of the body to stress exposure, and implicate PPAR beyond dietary insults (Carone *et al*, 2010; Zeybel *et al*, 2012; Chamorro‐Garcia *et al*, 2017). This may have important implications for the clinic since metabolic syndrome is a common co‐morbidity in the sequela of childhood trauma (Suglia *et al*, 2018). The results also provide a novel link between PPAR and germ cells, and a possible biological role for the known property of transcription factors to poise transcriptional states in gametes and influence the developmental trajectory of zygotes (Jung *et al*, 2017). The additional correlation between PPAR activation and MSUS‐induced TE dysregulation in sperm further points towards potential consequences on epigenetic control of TE‐coregulated genes in the embryo (Sharma *et al*, 2016). PPAR pathways in germ cells may thus contribute to differential gene expression previously observed in MSUS offspring at zygotic stage (Gapp *et al*, 2020). Serum factors may also act in part via somatic cells in gonads such as Sertoli, Leydig or epididymal cells which have direct contact with germ cells (Sæther *et al*, 2007; Sharma *et al*, 2016). Although the contribution of such intermediate cellular signals between circulation and germ cells cannot be ruled out, our results indicate that factors in serum are sufficient to induce the transmission of phenotypes to the offspring. The contribution of extracellular vesicles to the distribution of altered metabolites or additional factors such as RNA relevant for transmission has not been assessed but could present another potential vector for information transfer. Other mechanisms involving epigenetic processes, already implicated in phenotype transmission in several models including MSUS (Franklin *et al*, 2010; Gapp *et al*, 2014b), may also operate. It would be interesting in the future to conduct metabolomic profiling in other inter‐ or transgenerational models and in other body fluids such as lymph or seminal fluid (Di Venere *et al*, 2018) to clarify the role of such pathways in transmission. Moderate alterations in single metabolites are unlikely to induce transmission of the observed phenotypes on their own, yet it might be interesting to evaluate whether a large excess of individual metabolites and activation of target receptors could induce a phenotype in the offspring. Notably, our results suggest beneficial effects of tesaglitazar on offspring metabolism as reported earlier (Wallenius *et al*, 2013), which is consistent with the known therapeutic benefit of PUFA supplementation (Huber *et al*, 2007; Braarud *et al*, 2018). The timing and duration of PPAR activation may also be further optimized to elicit differential effects.

Finally, these findings bring new fundamental knowledge about the influence of the environment on the germline by extending the notion of non‐DNA based inheritance, known to involve epigenetic processes, to circulating factors, with important implications for heredity and evolution.

## Materials and Methods

### Mice

C57Bl/6J mice were kept under a 12‐h reverse light/dark cycle in a temperature‐ and humidity‐controlled facility. Animals had access to food and water *ad libitum*. Experimental procedures were performed during the animals’ active cycle (reverse light cycle in the facility, light on at 9 am and off at 9 pm) in accordance with guidelines and regulations of the Cantonal Veterinary Office, Zürich, except for those involving serum‐injected mice and their offspring that were performed during the animals’ inactive cycle as approved by the Home Office, United Kingdom. Animal licences covering this work have the number: 57/15 and 83/18 cover the conducted experiments.

### Msus

To obtain MSUS mice, 3‐month‐old C57Bl/6J primiparous females were paired with age‐matched control males for 1 week; 40 breeding pairs were used. After birth of pups, dams were randomly assigned to MSUS or control groups, in a way to balance litter size and number of animals across groups. Dams assigned to MSUS group were separated from their pups for 3 h per day unpredictably from postnatal day (PND) 1 to 14. Separation onset was at an unpredictable time within the 3 h, and during separation, each mother was randomly exposed to an acute swim in cold water (18°C for 5 min) or 20‐min restraint in a tube. Control animals were undisturbed apart from cage changes once per week (like MSUS). At PND21, pups were weaned from their mother and assigned to cages in groups of 3–5 mice/cage housed by gender and treatment. Siblings were distributed in different cages and mixed with pups from different mothers to avoid litter effects. Total number of fathers and offspring for each experiment is provided in Appendix Fig S21.

### Metabolomic measurements

Metabolites were extracted from 10 μl plasma 3 times with 70% ethanol at a temperature > 70°C. Extracts were analysed using flow injection–time‐of‐flight mass spectrometry (Agilent 6550 QTOF) operated in negative mode, as described previously (Fuhrer *et al*, 2011). Distinct mass‐to‐charge (m/z) ratio could be identified in each batch of samples (typically with 5,000–12,000 ions). Ions were annotated by aligning their measured mass to compounds defined by the KEGG database, allowing a tolerance of 0.001 Da. Only deprotonated ions (without adducts) were considered in the analysis. When multiple matches were identified, such as in the case of structural isomers, all candidates were retained. For enrichment analysis, metabolites with *P *<* *0.05 and log2(fold change) > 0.25 or < −0.25 follow a previously described procedure (Subramanian *et al*, 2005). Enrichments were considered significant when FDR < 0.05 after multiple testing corrections using the Benjamini–Hochberg post hoc test.

### Blood and tissue collection

Mouse pup siblings at postnatal day 8 (after 7 days of MSUS treatment) were sacrificed from each cage after removing the mother, and all pups (up to 10) were sacrificed within 2 min. For blood and tissue collection in adults, males were singly housed overnight with food and water to avoid activating their stress response by the successive removal of littermates. Details of serum/plasma processing are described in different sections of the methods.

#### Blood collection for metabolomic and proteomic analyses

Trunk blood was collected in EDTA‐coated tubes (Microvette, Sarstedt) from PND8 pups (5 control and 5 MSUS, from different litters) and 4‐month‐old (for MSUS offspring, 5 control and 5 MSUS, from different litters) or from 6‐month‐old (for MSUS adults, 5 control and 5 MSUS, from different litters) mice after decapitation. Samples were stored at 4°C for 1–3 h and centrifuged at 2,000 × *g* for 10 min. Plasma was collected and stored at −80°C until processed for analysis. For analyses, samples from pups from different litters (and not from siblings) or from adult mice from different cages (and not cage mates) were chosen.

#### Sperm collection

Sperm was collected using a swim‐up method as described previously (Brykczynska *et al*, 2010). Briefly, cauda epididymis was dissected and perforated with dissection scissors and placed in M2 medium (Sigma‐Aldrich) for 1 h to allow mature sperm to swim out of the tissue. Medium was collected and spun down at 2,000 × *g* for 6 min at 4°C. Sperm pellets were then resuspended in 15 ml somatic cell lysis buffer (contains 1% SDS (10%) and 0.5% Triton X‐100 in Milli‐Q water) and left to incubate on ice for 10 min. Sperm was re‐pelleted by centrifugation at 2,000 × *g* for 6 min at 4°C and washed twice with ice‐cold PBS (spun after each wash at 2,000 × *g* for 6 min at 4°C). After the final wash, an aliquot of sperm was used for counting (Appendix Fig S22) and then pellets were stored at −80°C until further use.

#### Tissue collection

Following decapitation and blood collection, mice were pinned by their feet to a sterilized dissection board. A midline incision was made from the subcostal region to the pubic zone where two transverse incisions were made bilaterally to the femur, exposing internal organs. Biopsies from white adipose tissue were collected proximal to the epididymis on each side.

### Aldosterone enzyme‐linked immunosorbent assay (ELISA)

Aldosterone concentration in serum was measured using a competitive ELISA (Abnova, KA1883) according to the manufacturer's protocol. 50 μl of standards, control and serum samples from adult MSUS and control males was added to wells containing aldosterone antibody, and an HRP‐conjugated aldosterone antigen was added. After 1‐h incubation at room temperature for competitive binding, cells were washed and tetramethylbenzidine (TMB) substrate was added for colour development, followed by addition of stop solution. Absorbance was measured at 450 nm with a NOVOstar Plate Reader (BMG Labtech), and sample absorbance (inversely related to concentration) was determined by plotting a standard curve with manufacturer‐supplied standards and controls. Samples were measured in duplicate and averaged.

### Human cohort

To assemble a cohort of children exposed to trauma, we contacted the administration of SOS Children's Village in Lahore, Pakistan, and selected children using the following criteria at the time of assessment: (i) age between 6 and 12 years, (ii) paternal death, (iii) maternal separation in the form of adoption by the SOS village and (iv) entry of the child to the SOS village within 12 months preceding the assessment. Maternal separation was forced because mothers could no longer provide sufficient support to their child and had to transfer their care to the SOS village. They had no or minimal contact with their child at the time of assessment. Maternal suffering during childhood and early adolescence is known to affect mental health in adulthood (Abel *et al*, 2014). Paternal loss was used as an inclusion criteria, because spousal death is a critical life stressor in human (Prior *et al*, 2018), and serves to mimic unpredictable maternal stress of the MSUS model. Exclusion criteria included: (i) history of abuse and (ii) history of traumatic brain injury, intellectual disability or cerebral palsy. Based on these criteria, a total of 26 children with paternal loss and maternal separation (PLMS) were selected. A control group (*n *=* *16) was recruited among schoolmates of PLMS children and comprised 6‐ to 12‐year‐old children living with both parents and having no history of trauma, traumatic brain injury, intellectual disability or cerebral palsy. Complete confidentiality of participants was maintained at all stages of data collection and analyses. The administration of the SOS village, Lahore, Pakistan, was informed and approved all study procedures.

#### Demographics

Detailed demographic information for PLMS and control groups was provided by the administration of the SOS village for the PLMS children and from parents for control children. This included age, gender, parental consanguinity (defined by 1^st^ or 2^nd^ cousin parental union) and physical health records. Weight and height were measured in all children by two research interns blinded to the study design. Children were classified as underweight, healthy weight or overweight based on their correspondence to the “less than 5^th^ percentile”, “between 5^th^ and 85^th^ percentile” and “85^th^ to 95^th^ percentile” reference ranges defined for Pakistani children of the same age and sex (Mushtaq *et al*, 2012).

#### Serum and saliva sample collection

Blood was collected by a trained phlebotomist blinded to the study design. Blood withdrawal took place during the morning school hours for both groups approximately 1 h after their last oral intake. All children received a brief explanation of the blood withdrawal procedure and were promised a gift basket for their cooperation. Children showing reluctance or despair were excluded (6 PLMS and 2 controls). After sterilization with a swab, axillary vein venepuncture was performed through a butterfly syringe and 6 ml blood was collected per child in serum separating tube (BD Vacutainer, Thermo Fisher scientific). After 1‐h incubation at room temperature, the tubes were centrifuged at 1,300 × *g* for 10 min at 4°C for serum separation. Extracted serum was aliquoted into 1.5‐ml tubes and stored at −80°C. Saliva was collected by two research interns blinded to the study design. Children who had active upper respiratory tract infections (identified through the symptoms of fever, rhinorrhoea or cough) at the time of sample collection were excluded (1 PLMS and 2 controls). All children received a brief explanation of the saliva collection procedure and were promised a gift basket for their cooperation. After a 1‐h period of no oral intake, the children were asked to rinse their mouth with clear water twice. Saliva was collected 5 min after rinsing through passive drooling in salivette tubes (Sarstedt) over a period of 5 min. Collected saliva was aliquoted into 1.5‐ml tubes and stored at −80°C. Serum and saliva aliquots were shipped to Zürich in packages containing 20 kg of dry ice for analysis.

### Luciferase assay in GC‐1 spg cells

GC‐1 spg cells were obtained from ATCC (ATCC^®^ CRL‐2053™) and cultured at 37°C in Dulbecco's modified Eagle's medium (DMEM—high glucose, Sigma‐Aldrich) supplemented with 10% (v/v) foetal bovine serum (FBS, HyClone) and 40 μg/ml gentamicin (Sigma‐Aldrich). Cells were passaged 1:10 every 3–4 days for 3 passages before being transfected. Prior to transfection, 4,000 cells were plated per well in 48‐well plates. Cells were co‐transfected with PPRE X3‐TK‐luc plasmid, expressing firefly luciferase, and pRL‐SV40P plasmid, expressing Renilla luciferase, using Lipofectamine 2000 Reagent (Thermo Fisher Scientific), according to the manufacturer's protocol. PPRE X3‐TK‐luc was a gift from Bruce Spiegelman (Kim *et al*, 1998) (Addgene plasmid #1015; http://n2t.net/addgene:1015; RRID:Addgene_1015), and pRL‐SV40P was a gift from Ron Prywes (Chen & Prywes, 1999) (Addgene plasmid #27163, RRID:Addgene_27163). Plasmid DNA and Lipofectamine reagent were mixed in the supplied OptiMEM and added to culture medium such that each well received 200 ng plasmid DNA and 0.5 μl Lipofectamine. Following 24 h, transfection medium was replaced with control or MSUS serum‐enriched medium. Serum was added to culture medium at 10% (v/v) and then sterile‐filtered using 0.22‐μm PVDF filter units (Merck) before being dispensed into individual wells. Each cell sample was treated with serum collected from an individual adult male. Luciferase signal produced from firefly and Renilla reporter plasmids was measured using the Dual Reporter Luciferase Assay System (Promega) with a GloMAX Multi Detection System (Promega). For each sample, firefly luminescence was normalized to the stable Renilla luminescence signal coming from the same well. Firefly and Renilla luminescence signals were absent in non‐transfected cells (Appendix Fig S23).

### RT–qPCR

For gene expression analyses in sperm and liver, RNA was extracted using a phenol/chloroform extraction method (TRIzol; Thermo Fisher Scientific). Reverse transcription was performed on purified RNA samples with miScript II RT reagents (Qiagen) using HiFlex buffer. RT–qPCR was performed with QuantiTect SYBR (Qiagen) on a Light Cycler II 480 (Roche). All samples were run in triplicate under the following cycling conditions: 95°C for 15 min, 45 cycles of 15 s at 94°C, 30 s at 55°C and 30 s at 70°C, followed by melt curve with gradual temperature increase until temperature reached 95°C. Melt curve analysis confirmed amplification of single products for each primer. The endogenous control TUBD1 for sperm, and RPLP0 for liver, was used for normalization. Primer sequences are proprietary (Qiagen). Expression levels were analysed with two‐tailed Student's *t*‐test.

### PPARγ transcription factor binding assay

PPARγ transcription factor binding activity was measured in nuclear extracts from epididymal white adipose tissue (eWAT). Nuclear proteins were collected from 10 mg eWAT using a Nuclear Extraction Kit (Abcam, ab113474). Protein concentration in nuclear extracts was measured using Qubit Protein Assay Kit (Thermo Fisher Scientific), and volumes were adjusted to have similar protein concentration across samples. PPARγ binding activity was measured using a PPARγ Transcription Factor Assay Kit (Abcam, ab133101) following the manufacturer's protocol. Briefly, 10 μl of nuclear extracts was added with binding buffer to individual wells of a plate conjugated with DNA sequences containing known PPARγ binding motifs and incubated at 4°C overnight. Wells were washed 5× with wash buffer, and primary antibody against PPARγ was added for 1 h at room temperature without agitation. Wells were washed again 5× with wash buffer, and an HRP‐containing secondary antibody was added to wells and incubated at room temperature for 1 h. Following another 5× wash, a developing solution was added and incubated under gentle agitation for 45 min. The reaction was stopped by adding stop buffer, and absorbance was measured immediately with NOVOstar Plate Reader (BMG Labtech). Samples were measured in duplicate, alongside a positive control supplied by the manufacturer to confirm assay success. Data were analysed with two‐tailed Student's *t*‐test.

### Drug injections

#### Tesaglitazar

Three‐month‐old mice were injected i.p. with either tesaglitazar solution at 10 μg per kg body weight or vehicle control twice per week for 4 weeks. Tesaglitazar (Sigma‐Aldrich) was solubilized in DMSO at 10 μg per μl and resuspended in sterile 0.9% saline. Vehicle consisted of equivalent DMSO in 0.9% sterile saline. Mice were weighed at baseline, before each injection and 6 weeks after the last injection. Males were paired with 3‐month‐old primiparous control females 46 days after the last injection. Pairing lasted 1 week; then, males were grouped back with their original littermates. After pairing, females were separated into individual cages until delivery. The offspring were reared in standard conditions, with one cage change per week, and were weaned at PND21 in social groups (3–4/cage) with pups from other litters to avoid litter effects. When 3 months old, offspring were subjected to phenotyping.

#### T0070907

3‐month‐old control and MSUS males were injected with either vehicle control or 1.5 mg per kg T0070907 once per week for 2 weeks. T0070907 was solubilized in DMSO at 10 μg per μl and resuspended in 0.9% saline; vehicle control consisted of 0.9% saline with equivalent DMSO concentration. Mice were paired with females 1 day after the final injection. Pairing lasted 1 week; then, males were placed back in cages with original littermates. After pairing, females were separated into individual cages until delivery. The offspring were reared in standard conditions, with one cage change per week, and were weaned at PND21 in social groups (3–4/cage) with pups from other litters to avoid litter effects. When 3 months old, offspring were subjected to phenotyping.

### Metabolic testing

Before testing, cages were labelled such that the experimenter was blind to treatment group. When more than one experimenter was required to conduct a given test, each experimenter tested a similar number of control and MSUS animals to exclude experimenter‐specific effects. Control and MSUS treatment groups were tested alternately or side by side to avoid circadian effects (in a blinded manner for the experimenter). All glucose measurements were performed using fresh blood droplets with an Accu‐Chek Aviva glucometer (Roche).

#### Glucose in response to restraint

Mice were single‐housed for minimum 4 h but no more than 18 h prior to testing with access to food and water. For physical restraint, each mouse was confined individually in a cylindrical plastic tube (3.18 cm diameter with sliding nose restraint, Midsci) for 30 min. Blood was drawn at 0, 15, 30 and 90 min after initiation of restraint using a 28‐G needle to prick the tail from within 1 cm of the tip. After blood was collected at the 30‐min time point, each mouse was released and placed in an individual temporary cage. At 90 min, the mouse was briefly (10 s) placed under an inverted 1‐litre glass beaker (dimensions: 14.5 cm high and 12 cm diameter) with its tail positioned to protrude from the beaker spout for easy access by the experimenter. The mouse was then placed back into its temporary cage for 1 h and then returned to its original group cage. Data were analysed with repeated‐measures ANOVA and corrected for multiple comparisons using Šidák post hoc test.

#### Glucose tolerance test

Mice were singly housed without food starting between 5 and 6 pm, and testing began at 9am the next morning. Glucose was measured in blood samples at 0, 15, 30, 90 and 120 min following intraperitoneal (i.p.) injection of sterile glucose solution containing 2 mg per g of body weight in 0.45% (wt/vol) saline. Each mouse was kept under an inverted 1‐litre beaker with its tail in the spout as described above. After taking the 30‐min measurement, each mouse was placed in an individual cage and then taken again out briefly (10 s) for measurements at 90‐ and 120‐min time point. The mouse was placed back into its temporary cage for 1 h before returning to its original group cage, to reduce fighting due to experimental stress. Data were analysed with repeat‐measures ANOVA and corrected for multiple comparisons using Šidák post hoc test.

#### Food intake and weight measurement

All animals were weighed using the same scale at the same time of day. Following weight measurements, food intake was also measured. Food pellets were weighed at the beginning and end of three consecutive days and replaced every 24 h to limit crumb spillage. Food consumption was calculated per cage (maximum 5 animals) and averaged per animal. No difference in food intake was observed. Data were analysed with two‐tailed Student's *t*‐test, except for MSUS offspring, which was analysed with one‐tailed Student's *t*‐test to confirm previous reports (Gapp *et al*, 2014a).

### RNA sequencing

RNA was extracted from sperm using the TRIzol/chloroform method and analysed using Bioanalyzer (Agilent 2100). Sequencing was performed using Illumina Genome Analyzer. RNA libraries were prepared with the TruSeq Small RNA and TruSeq Stranded Total RNA kits according to the manufacturer's instructions with the following modifications: 1:3 for sperm long RNA. Serum small RNA was amplified for a total of 16 cycles, and sperm long RNA was amplified for a total of 15 cycles. 220 ng total sperm RNA was depleted of rRNAs using Ribo‐Zero Gold and further processed in RNA libraries. High‐throughput sequencing was performed on a Genome Analyzer HiSeq 2500 (Sanger Institute, Cambridge) for 36 and 51 cycles for 50 bp and 100 bp runs, respectively, plus 7 cycles to read the indexes. Serum small RNA libraries were run twice, and data were merged. For library preparation of sperm RNA collected from males 24 h after tesaglitazar injection, a slightly different protocol was used. The quality of the isolated RNA was determined with a Qubit^®^ (1.0) Fluorometer (Life Technologies, California, USA) and a Fragment Analyzer (Agilent, Santa Clara, California, USA). TruSeq Stranded mRNA kit (Illumina, Inc, California, USA) was used to prepare libraries. Briefly, total RNA (300 ng per sample) was polyA‐enriched and then reverse‐transcribed into double‐stranded cDNA. The cDNA was fragmented, end‐repaired and adenylated before ligation with TruSeq adapters containing unique dual indices (UDI) for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched by PCR. The quality and quantity of enriched libraries were validated using Qubit^®^ (1.0) Fluorometer and Fragment Analyzer (Agilent, Santa Clara, California, USA). The product is a smear with an average fragment size of approximately 260 bp. The libraries were normalized to 10 nM in Tris–Cl 10 mM, pH 8.5, with 0.1% Tween‐20; then, NovaSeq 6000 (Illumina, Inc, California, USA) was used for cluster generation and sequencing according to a standard protocol. Sequencing was paired end at 2 × 150 bp or single end at 100 bp.

#### Long RNA‐sequencing analysis

Single‐end reads were assessed for quality using FastQC (version 0.11.5) (Andrews, 2010). Quality control was performed with Trim Galore (version 1.16) (Krueger, 2012), and bases with quality score < 30 (‐q 30) and reads shorter than 30 bp were also removed (–length 30), and adapters were removed. Filtered reads were pseudo‐aligned with Salmon (version 0.11.2) (Patro *et al*, 2017) with library‐type parameter (‐l SR), on a transcriptome index prepared with (i) the GENCODE (Frankish *et al*, 2019) annotation (version M18), (ii) piRNA precursors (Li *et al*, 2013) and (iii) transposable elements (TEs) from repeat masker (concatenated by family). For differential expression analysis, normalization factors were calculated using the TMM method (Robinson & Oshlack, 2010) on all quantified RNAs aggregated at the gene (or repeat element family) level, and repeat elements or mRNA and lincRNAs were selected for testing. Only features with more than 20 reads in at least a number of samples equivalent to 80% of the size of the smallest experimental group were considered. In the case of MSUS sperm, where two libraries per sample were available, the voom/dupCor method of the limma R package v.3.34.9 (Ritchie *et al*, 2015) was used as previously (Gapp *et al*, 2020) to account for non‐independence of the samples. In all other cases, edgeR v.3.24.0 was used with the exact test. Concordance between datasets was estimated through a Pearson correlation of fold change of genes with *P *<* *0.05 in both datasets. Gene Ontology (GO) enrichment analysis was performed using the goseq R package (Young *et al*, 2010) (Fisher's exact test). This accounts for length bias in RNA‐seq experiments using GO terms with 10–1,000 annotated genes. Only genes with existing GO annotations were used. Only differentially expressed genes subjected to count filtering were used as background for enrichment analysis. Since duplication can be attributed to biological variations, duplicates were not removed from the analyses.

#### Short RNA‐sequencing analysis

RNA‐seq reads were trimmed of adapter sequences using cutadapt v1.14 with a 5% error rate and collapsed to unique sequences before being aligned on a custom genome containing, in addition to normal contigs, DNA sequences of spliced post‐transcriptionally modified RNAs (such as tRNAs) obtained from GtRNAdb 2.0 database. Reads were first aligned using bowtie1 end‐to‐end alignment without mismatch (and accepting ‐m 1000), and remaining reads were aligned allowing soft clipping and a mismatch. Reads overlapping with known features (including miRBase miRNAs, GENCODE and RepeatMasker features, and piRNA precursors) were counted, resolving multiple alignments through a hierarchy of features (for instance, reads mapping to multiple tRNA genes of the same family were assigned to the family). Normalization factors were calculated over ll identified features using the TMM method, and differential expression was performed at all levels of the feature hierarchy.

### Serum sampling and intravenous injection

Four‐month‐old MSUS and control males were sacrificed by decapitation, and trunk blood was collected in non‐coated Eppendorf tubes and clotted overnight at 4°C. After centrifugation for 10 min at 2,000 × *g* at 4°C, serum was collected and stored at −80°C. When 2 months old, control mice received 8 tail vein injections of 90 μl of serum from adult MSUS or control mice over the course of 4 weeks (twice/week). For each group, serum from 43 mice was pooled before injections to obtain sufficient volume for all injections. For injections, mice were placed in a tube in a heating chamber at 38°C. Injections were alternated between opposing lateral veins of the tail. Proper insertion of the injection needle was successful on the first attempt in most cases and never took more than 3 attempts. Each male was paired with a primiparous adult control female 12 days after the last injection for 1 week.

### Proteomic measurements

Plasma samples were enriched for small regulatory proteins using protein depletion columns (Seppro Mouse, Sigma‐Aldrich) and quantified using a Qubit Protein Assay Kit (Thermo Fisher Scientific). Samples were purified by TCA precipitation and processed with a filter‐assisted sample preparation (FASP) protocol. First, 20 μg of protein was resuspended in 30 μl SDS denaturation buffer (4% SDS (w/v), 100 mM Tris–HCl, pH 8.2, 0.1 M DTT) and incubated at 95°C for 5 min. Then, samples were diluted with 200 μl UA buffer (8 M urea, 100 mM Tris–HCl, pH 8.2) and spun at 35°C at 14,000 × *g* for 20 min in regenerated cellulose centrifugal filter units (Microcon 30, Merck Millipore). Samples were washed once with 200 μl of UA buffer and spun again at 35 °C and 14,000 × *g* for 20 min. Cysteines were blocked with 100 μl IAA solution (0.05 M iodoacetamide in UA buffer) and incubated for 1 min at RT in a thermomixer at 600 rpm followed by 14,000 × *g* centrifugation at 35°C for 15 min. Filter units were washed 3× with 100 μl of UA buffer and then 2× with a 0.5 M NaCl solution in water. Each wash step was followed by 14,000 × *g* centrifugation at 35°C for 15 min. Proteins were digested overnight at room temperature with 1:50 ratio of trypsin (0.4 μg) in 130 μl TEAB (0.05 M triethylammonium bicarbonate in water). After digestion, peptide solutions were spun down at 35°C and 14,000 × *g* for 15 min and acidified with 3 μl of 20% TFA (trifluoroacetic acid). Peptides were cleaned using Sep‐Pak C18 silica columns (Waters Corporation) activated with 1 ml methanol and washed with a solution 1 ml of 60% ACN (acetonitrile) and 0.1% TFA. Columns were equilibrated with 3 × 1 ml of 3% ACN 0,1% TFA. The samples were diluted in 800 μl of 3% ACN 0.1% TFA and loaded onto the silica columns, then washed with 4 × 1 ml 3% ACN 0.1% TFA and eluted with 60% ACN 0.1% TFA. Samples were lyophilized in a SpeedVac and re‐solubilized in 19 μl 3% ACN 0.1% FA (formic acid). 1 μl of synthetic peptides (Biognosys AG) was added to each sample for retention time calibration. Peptides were analysed by LC‐MS/MS (Orbitrap Fusion™ Tribid™ MS, Functional Genomics Center Zürich). Samples were randomized, and group identities were unknown during measurements to blind the experimenter. Raw data were quantitatively and qualitatively analysed by Mascot and Progenesis QI platforms.

### C‐reactive protein (CRP) ELISA

CRP concentration in serum was measured using a quantitative sandwich ELISA (Abcam, ab157712) according to the manufacturer's protocol. Briefly, 100 μl of standards, control and serum samples (diluted 1:10 (v/v) in supplied diluent) from adult MSUS and control males were added to wells containing anti‐CRP. Then, HRP‐conjugated anti‐CRP antibodies were added. After 10 min of incubation at room temperature, wells were washed and then exposed to the chromogenic substrate tetramethylbenzidine (TMB) for 5 min in the dark at room temperature; then, a stop solution was added to each well. Absorbance was measured at 450 nm with a NOVOstar Plate Reader (BMG Labtech), and sample absorbance (directly related to concentration) was determined by plotting a standard curve with manufacturer‐supplied standards and controls. Concentrations were analysed with one‐tailed Student's *t*‐test for mouse samples (as validation of proteomic data).

### Statistical analysis

Samples size was estimated based on our previous work with the MSUS model (Franklin *et al*, 2010, 2011; Gapp *et al*, 2014a,b, 2016a,b; Bohacek *et al*, 2015). Bodyweight, GC‐1 spg luciferase luminescence and PPARγ transcription factor binding assay were assessed using two‐tailed Student's *t*‐tests. CRP and aldosterone ELISA measurements were assessed using one‐tailed Student's *t*‐test since they were validation of proteomic and metabolomic datasets. For some phenotyping experiments, the data presented were reproduced from previously published findings, in which case one‐tailed tests were used. In all such cases, this is clearly stated in the text. Glucose tolerance tests and glucose in response to restraint challenge were analysed using repeat‐measures ANOVA and corrected for multiple comparisons using Šidák post hoc test. Most data matched the requirements for parametric statistical tests (normal distribution and homogeneity of variance). For data not normally distributed, Mann–Whitney *U*‐test was used. This was the case for serum‐injected offspring weight measurements, PLMS depression scale and PLMS age. Outliers were determined using the pre‐defined criteria of adding and subtracting twice the standard deviation from the mean. Reported *n* represents number of animals after outlier removal. Whenever possible, re‐analyses of data with *n* as litters instead of individual mice were conducted and confirmed the effects. Use of *n* as litters was considered but not implemented due to limited mouse numbers authorized by the animal license. Animals were randomly distributed to control and treatment groups prior to the experiments and before any contact with the experimenters. For individual metabolites and metabolomics enrichments, FDR was calculated using Benjamini–Hochberg (BH) post hoc test. Statistics were mainly computed with GraphPad Prism unless stated otherwise. Reported *n* for metabolomics represents biological replicates. Error bars represent s.e.m. in all figures. For all data, significance was set at a minimum *P *<* *0.05. For a trend, *#P *<* *0.1. Asterisks represent significance as follows, *P <* *0.05, **P <* *0.01, ***P <* *0.001 and ****P <* *0.0001. Type of analysis and descriptive data for each statistical test are presented in figure legends.

## Data availability

The datasets collected in this study are available in the following databases:

- RNA‐sequencing data: Gene Expression Omnibus GSE154369 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154369)
- Raw data: ETH research collection 20.500.11850/426674 (https://doi.org/20.500.11850/426674)
- Proteomics data: ETH research collection 20.500.11850/426674 (https://doi.org/20.500.11850/426674)
- Metabolomics data: ETH research collection 20.500.11850/426674 (https://doi.org/20.500.11850/426674)

## Author contributions

GvS, KG and IMM conceived and designed the study. GvS and IMM wrote the manuscript with help from KG. GvS conducted MSUS treatments together with FM; collected and prepared plasma for metabolomic and proteomic analyses and tissue from MSUS and tesaglitazar‐injected mice; performed molecular analyses of tissues; performed tesaglitazar, T0070907 and vehicle injections; organized breeding for tesaglitazar‐, T0070907‐ and vehicle‐injected mice; phenotyped offspring together with FM; and collected sperm from tesaglitazar‐injected males used for sequencing. KG collected serum for injections, organized breeding, phenotyped serum‐injected offspring and prepared RNA libraries from MSUS and control serum. GvS extracted and purified sperm RNA from tesaglitazar‐ and vehicle‐injected males. KG prepared libraries from Day 46 sperm RNA, and GvS prepared libraries from Day 1 sperm RNA. AJ collected serum and saliva samples from children at the SOS village in Lahore, Pakistan, and performed all related data measurements including analysis of CES‐DC results, performed the CRP ELISA and assisted with writing sections of the manuscript. P‐LG performed bioinformatic analysis, helped to prepare figures, assisted with statistical analyses and provided key insight into manuscript development. FM organized animal housing and breeding logistics in Zürich, tracked animal welfare and performed phenotyping with GvS. DKT assisted P‐LG with bioinformatics analyses. NZ measured metabolites in plasma, serum and saliva and analysed the data. NG, AE and KMT helped with molecular analyses. IMM provided essential conceptual support throughout the project, and IMM and EAM raised funds to finance the project.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Review Process File Click here for additional data file.

## References

[embj2020104579-bib-0001] Abel KM , Heuvelman HP , Jörgensen L , Magnusson C , Wicks S , Susser E , Hallkvist J , Dalman C (2014) Severe bereavement stress during the prenatal and childhood periods and risk of psychosis in later life: population based cohort study. BMJ 348: 1–13 10.1136/bmj.f7679PMC389866124449616

[embj2020104579-bib-0002] Andrews S (2010) FastQC: a quality control tool for high throughput sequence data. Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[embj2020104579-bib-0003] Aquila S , Bonofiglio D , Gentile M , Middea E , Gabriele S , Belmonte M , Catalano S , Pellegrino M , Andò S (2006) Peroxisome proliferator‐activated receptor (PPAR)γ is expressed by human spermatozoa: its potential role on the sperm physiology. J Cell Physiol 209: 977–986 1697225010.1002/jcp.20807

[embj2020104579-bib-0004] Baptissart M , Sèdes L , Holota H , Thirouard L , Martinot E , de Haze A , Rouaisnel B , Caira F , Beaudoin C , Volle DH (2018) Multigenerational impacts of bile exposure are mediated by TGR5 signaling pathways. Sci Rep 8: 16875 3044302510.1038/s41598-018-34863-0PMC6237852

[embj2020104579-bib-0005] Barak Y , Nelson MC , Ong ES , Jones YZ , Ruiz‐Lozano P , Chien KR , Koder A , Evans RM (1999) PPARγ is required for placental, cardiac, and adipose tissue development. Mol Cell 4: 585–595 1054929010.1016/s1097-2765(00)80209-9

[embj2020104579-bib-0006] Bensinger SJ , Tontonoz P (2008) Integration of metabolism and inflammation by lipid‐activated nuclear receptors. Nature 454: 470–477 1865091810.1038/nature07202

[embj2020104579-bib-0007] Bittles AH , Mason WM , Greene J , Rao NA , Bitfles AH , Mason WM , Greene J (1991) Reproductive behavior and health in consanguineous marriages. Science 252: 789–794 202825410.1126/science.2028254

[embj2020104579-bib-0008] Bohacek J , Mansuy IM (2015) Molecular insights into transgenerational non‐genetic inheritance of acquired behaviours. Nat Rev Genet 16: 641–652 2641631110.1038/nrg3964

[embj2020104579-bib-0009] Bohacek J , Farinelli M , Mirante O , Steiner G , Gapp K , Coiret G , Ebeling M , Durán‐Pacheco G , Iniguez AL , Manuella F *et al* (2015) Pathological brain plasticity and cognition in the offspring of males subjected to postnatal traumatic stress. Mol Psychiatry 20: 621–631 2509224610.1038/mp.2014.80

[embj2020104579-bib-0010] Braarud HC , Markhus MW , Skotheim S , Stormark KM , Frøyland L , Graff IE , Kjellevold M (2018) Maternal DHA status during pregnancy has a positive impact on infant problem solving: a Norwegian prospective observation study. Nutrients 10: 529 10.3390/nu10050529PMC598640929695097

[embj2020104579-bib-0011] Brykczynska U , Hisano M , Erkek S , Ramos L , Oakeley EJ , Roloff TC , Beisel C , Schübeler D , Stadler MB , Peters AHFM (2010) Repressive and active histone methylation mark distinct promoters in human and mouse spermatozoa. Nat Struct Mol Biol 17: 679–687 2047331310.1038/nsmb.1821

[embj2020104579-bib-0012] Carone BR , Fauquier L , Habib N , Shea JM , Hart CE , Li R , Bock C , Li C , Gu H , Zamore PD *et al* (2010) Paternally induced transgenerational environmental reprogramming of metabolic gene expression in mammals. Cell 143: 1084–1096 2118307210.1016/j.cell.2010.12.008PMC3039484

[embj2020104579-bib-0013] Chamorro‐Garcia R , Diaz‐Castillo C , Shoucri BM , Käch H , Leavitt R , Shioda T , Blumberg B (2017) Ancestral perinatal obesogen exposure results in a transgenerational thrifty phenotype in mice. Nat Commun 8: 2012 2922241210.1038/s41467-017-01944-zPMC5722856

[embj2020104579-bib-0014] Chawla A , Repa JJ , Evans RM , Mangelsdorf DJ (2001) Nuclear receptors and lipid physiology: opening the X‐files. Science 294: 1866–1870 1172930210.1126/science.294.5548.1866

[embj2020104579-bib-0015] Chen X , Prywes R (1999) Serum‐induced expression of the cdc25A gene by relief of E2F‐mediated repression. Mol Cell Biol 19: 4695–4702 1037351810.1128/mcb.19.7.4695PMC84267

[embj2020104579-bib-0016] Chen Q , Yan W , Duan E (2016) Epigenetic inheritance of acquired traits through sperm RNAs and sperm RNA modifications. Nat Rev Genet 17: 733–743 2769480910.1038/nrg.2016.106PMC5441558

[embj2020104579-bib-0017] Cossetti C , Lugini L , Astrologo L , Saggio I , Fais S , Spadafora C (2014) Soma‐to‐germline transmission of RNA in mice xenografted with human tumour cells: possible transport by exosomes. PLoS ONE 9: e101629 2499225710.1371/journal.pone.0101629PMC4081593

[embj2020104579-bib-0018] Day J , Savani S , Krempley BD , Nguyen M , Kitlinska JB (2016) Influence of paternal preconception exposures on their offspring: through epigenetics to phenotype. Am J Stem Cells 5: 11–18 27335698PMC4913293

[embj2020104579-bib-0019] Di Venere M , Viglio S , Cagnone M , Bardoni A , Salvini R , Iadarola P (2018) Advances in the analysis of “less‐conventional” human body fluids: an overview of the CE‐ and HPLC‐MS applications in the years 2015‐2017. Electrophoresis 39: 160–178 2879206610.1002/elps.201700276

[embj2020104579-bib-0020] Donohoe DR , Bultman SJ (2012) Metaboloepigenetics: interrelationships between energy metabolism and epigenetic control of gene expression. J Cell Physiol 227: 3169–3177 2226192810.1002/jcp.24054PMC3338882

[embj2020104579-bib-0021] Ferguson LB , Zhang L , Wang S , Bridges C , Harris RA , Ponomarev I (2018) Peroxisome proliferator activated receptor agonists modulate transposable element expression in brain and liver. Front Mol Neurosci 11: 331 3028330010.3389/fnmol.2018.00331PMC6156381

[embj2020104579-bib-0022] Frankish A , Diekhans M , Ferreira A‐M , Johnson R , Jungreis I , Loveland J , Mudge JM , Sisu C , Wright J , Armstrong J *et al* (2019) GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res 47: D766–D773 3035739310.1093/nar/gky955PMC6323946

[embj2020104579-bib-0023] Franklin TB , Russig H , Weiss IC , Gräff J , Linder N , Michalon A , Vizi S , Mansuy IM (2010) Epigenetic transmission of the impact of early stress across generations. Biol Psychiatry 68: 408–415 2067387210.1016/j.biopsych.2010.05.036

[embj2020104579-bib-0024] Franklin TB , Linder N , Russig H , Thöny B , Mansuy IM (2011) Influence of early stress on social abilities and serotonergic functions across generations in mice. PLoS ONE 6: e21842 2179975110.1371/journal.pone.0021842PMC3143115

[embj2020104579-bib-0025] Fuhrer T , Heer D , Begemann B , Zamboni N (2011) High‐throughput, accurate mass metabolome profiling of cellular extracts by flow injection‐time‐of‐flight mass spectrometry. Anal Chem 83: 7074–7080 2183079810.1021/ac201267k

[embj2020104579-bib-0026] Gapp K , Jawaid A , Sarkies P , Bohacek J , Pelczar P , Prados J , Farinelli L , Miska E , Mansuy IM (2014a) Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nat Neurosci 17: 667–669 2472826710.1038/nn.3695PMC4333222

[embj2020104579-bib-0027] Gapp K , Soldado‐Magraner S , Alvarez‐Sanchez M , Bohacek J , Vernaz G , Shu H , Franklin TB , Wolfer D , Mansuy IM (2014b) Early life stress in fathers improves behavioural flexibility in their offspring. Nat Commun 5: 5466 2540577910.1038/ncomms6466

[embj2020104579-bib-0028] Gapp K , Bohacek J , Grossmann J , Brunner AM , Manuella F , Nanni P , Mansuy IM (2016a) Potential of environmental enrichment to prevent transgenerational effects of paternal trauma. Neuropsychopharmacology 41: 2749–2758 2727711810.1038/npp.2016.87PMC5026744

[embj2020104579-bib-0029] Gapp K , Corcoba A , van Steenwyk G , Mansuy IM , Duarte JMN (2016b) Brain metabolic alterations in mice subjected to postnatal traumatic stress and in their offspring. J Cereb Blood Flow Metab 37: 2423–2432 2760431110.1177/0271678X16667525PMC5531341

[embj2020104579-bib-0030] Gapp K , van Steenwyk G , Germain PL , Matsushima W , Rudolph KLM , Manuella F , Roszkowski M , Vernaz G , Ghosh T , Pelczar P *et al* (2020) Alterations in sperm long RNA contribute to the epigenetic inheritance of the effects of postnatal trauma. Mol Psychiatry 25: 2162–2174 3037419010.1038/s41380-018-0271-6PMC7473836

[embj2020104579-bib-0031] Grandjean V , Fourré S , De Abreu DAF , Derieppe M‐A , Remy J‐J , Rassoulzadegan M (2016) RNA‐mediated paternal heredity of diet‐induced obesity and metabolic disorders. Sci Rep 5: 18193 10.1038/srep18193PMC467735526658372

[embj2020104579-bib-0032] Huber J , Löffler M , Bilban M , Reimers M , Kadl A , Todoric J , Zeyda M , Geyeregger R , Schreiner M , Weichhart T *et al* (2007) Prevention of high‐fat diet‐induced adipose tissue remodeling in obese diabetic mice by n‐3 polyunsaturated fatty acids. Int J Obes 31: 1004–1013 10.1038/sj.ijo.080351117130847

[embj2020104579-bib-0033] Jung YH , Sauria MEG , Lyu X , Cheema MS , Ausio J , Taylor J , Corces VG (2017) Chromatin states in mouse sperm correlate with embryonic and adult regulatory landscapes. Cell Rep 18: 1366–1382 2817851610.1016/j.celrep.2017.01.034PMC5313040

[embj2020104579-bib-0034] Kaelin WG , McKnight SL , McKnight SL (2013) Influence of metabolism on epigenetics and disease. Cell 153: 56–69 2354069010.1016/j.cell.2013.03.004PMC3775362

[embj2020104579-bib-0035] Kim JB , Wright HM , Wright M , Spiegelman BM (1998) ADD1/SREBP1 activates PPARgamma through the production of endogenous ligand. Proc Natl Acad Sci USA 95: 4333–4337 953973710.1073/pnas.95.8.4333PMC22489

[embj2020104579-bib-0036] Krueger F (2012) Trim Galore: a wrapper around Cutadapt and FastQC to consistently apply adapter and quality trimming to FastQ files, with extra functionality for RRBS data. Available at: https://github.com/FelixKrueger/TrimGalore

[embj2020104579-bib-0037] Kubota N , Terauchi Y , Miki H , Tamemoto H , Yamauchi T , Komeda K , Satoh S , Nakano R , Ishii C , Sugiyama T *et al*, *et al* (1999) PPARγ mediates high‐fat diet–induced adipocyte hypertrophy and insulin resistance. Mol Cell 4: 597–609 1054929110.1016/s1097-2765(00)80210-5

[embj2020104579-bib-0038] Lau C‐HE , Siskos AP , Maitre L , Robinson O , Athersuch TJ , Want EJ , Urquiza J , Casas M , Vafeiadi M , Roumeliotaki T *et al* (2018) Determinants of the urinary and serum metabolome in children from six European populations. BMC Med 16: 202 3040462710.1186/s12916-018-1190-8PMC6223046

[embj2020104579-bib-0039] Lee J‐E , Ge K (2014) Transcriptional and epigenetic regulation of PPARγ expression during adipogenesis. Cell Biosci 4: 29 2490474410.1186/2045-3701-4-29PMC4046494

[embj2020104579-bib-0040] Li XZ , Roy CK , Dong X , Bolcun‐Filas E , Wang J , Han BW , Xu J , Moore MJ , Schimenti JC , Weng Z *et al* (2013) An ancient transcription factor initiates the burst of piRNA production during early meiosis in mouse testes. Mol Cell 50: 67–81 2352336810.1016/j.molcel.2013.02.016PMC3671569

[embj2020104579-bib-0041] Lillycrop KA , Phillips ES , Torrens C , Hanson MA , Jackson AA , Burdge GC (2008) Feeding pregnant rats a protein‐restricted diet persistently alters the methylation of specific cytosines in the hepatic PPAR alpha promoter of the offspring. Br J Nutr 100: 278–282 1818695110.1017/S0007114507894438PMC2564112

[embj2020104579-bib-0042] Martínez D , Pentinat T , Ribó S , Daviaud C , Bloks VW , Cebrià J , Villalmanzo N , Kalko SG , Ramón‐Krauel M , Díaz R *et al* (2014) *In utero* undernutrition in male mice programs liver lipid metabolism in the second‐generation offspring involving altered Lxra DNA methylation. Cell Metab 19: 941–951 2479497410.1016/j.cmet.2014.03.026

[embj2020104579-bib-0043] Mushtaq MU , Gull S , Mushtaq K , Abdullah HM , Khurshid U , Shahid U , Shad MA , Akram J (2012) Height, weight and BMI percentiles and nutritional status relative to the international growth references among Pakistani school‐aged children. BMC Pediatr 12: 31 2242991010.1186/1471-2431-12-31PMC3337223

[embj2020104579-bib-0044] Nilsson EE , Sadler‐Riggleman I , Skinner MK (2018) Environmentally induced epigenetic transgenerational inheritance of disease. Environ Epigenet 4: dvy016 3003880010.1093/eep/dvy016PMC6051467

[embj2020104579-bib-0045] Panzeri I , Pospisilik JA (2018) Epigenetic control of variation and stochasticity in metabolic disease. Mol Metab 14: 26–38 2990920010.1016/j.molmet.2018.05.010PMC6034039

[embj2020104579-bib-0046] Patro R , Duggal G , Love MI , Irizarry RA , Kingsford C (2017) Salmon provides fast and bias‐aware quantification of transcript expression. Nat Methods 14: 417–419 2826395910.1038/nmeth.4197PMC5600148

[embj2020104579-bib-0047] Prior A , Fenger‐Grøn M , Davydow DS , Olsen J , Li J , Guldin M‐B , Vestergaard M (2018) Bereavement, multimorbidity and mortality: a population‐based study using bereavement as an indicator of mental stress. Psychol Med 48: 1437–1443 2885147010.1017/S0033291717002380

[embj2020104579-bib-0048] Rakhshandehroo M , Knoch B , Müller M , Kersten S (2010) Peroxisome proliferator‐activated receptor alpha target genes. PPAR Res 2010: 612089 2093612710.1155/2010/612089PMC2948931

[embj2020104579-bib-0049] Rassoulzadegan M , Grandjean V , Gounon P , Vincent S , Gillot I , Cuzin F (2006) RNA‐mediated non‐Mendelian inheritance of an epigenetic change in the mouse. Nature 441: 469–474 1672405910.1038/nature04674

[embj2020104579-bib-0050] Ritchie ME , Phipson B , Wu D , Hu Y , Law CW , Shi W , Smyth GK (2015) limma powers differential expression analyses for RNA‐sequencing and microarray studies. Nucleic Acids Res 43: e47 2560579210.1093/nar/gkv007PMC4402510

[embj2020104579-bib-0051] Robinson MD , Oshlack A (2010) A scaling normalization method for differential expression analysis of RNA‐seq data. Genome Biol 11: R25 2019686710.1186/gb-2010-11-3-r25PMC2864565

[embj2020104579-bib-0052] Romagnolo DF , Zempleni J , Selmin OI (2014) Nuclear receptors and epigenetic regulation: opportunities for nutritional targeting and disease prevention. Adv Nutr An Int Rev J 5: 373–385 10.3945/an.114.005868PMC408518625022987

[embj2020104579-bib-0053] Sæther T , Tran TN , Rootwelt H , Grav HJ , Christophersen BO , Haugen TB (2007) Essential fatty acid deficiency induces fatty acid desaturase expression in rat epididymis, but not in testis. Reproduction 133: 467–477 1730791410.1530/REP-06-00294

[embj2020104579-bib-0054] Sharma U , Conine CC , Shea JM , Boskovic A , Derr AG , Bing XY , Belleannee C , Kucukural A , Serra RW , Sun F *et al* (2016) Biogenesis and function of tRNA fragments during sperm maturation and fertilization in mammals. Science 351: 391–396 2672168510.1126/science.aad6780PMC4888079

[embj2020104579-bib-0055] Sharma U , Rando OJ (2017) Metabolic inputs into the epigenome. Cell Metab 25: 544–558 2827347710.1016/j.cmet.2017.02.003

[embj2020104579-bib-0056] van Steenwyk G , Roszkowski M , Manuella F , Franklin T , Mansuy IM (2018) Transgenerational inheritance of behavioral and metabolic effects of paternal exposure to traumatic stress in early postnatal life in mice: evidence in the 4th generation. Environ Epigenet 4: dvy023 3034974110.1093/eep/dvy023PMC6190267

[embj2020104579-bib-0057] Subramanian A , Tamayo P , Mootha VK , Mukherjee S , Ebert BL , Gillette MA , Paulovich A , Pomeroy SL , Golub TR , Lander ES *et al* (2005) Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA 102: 15545–15550 1619951710.1073/pnas.0506580102PMC1239896

[embj2020104579-bib-0058] Suglia SF , Koenen KC , Boynton‐Jarrett R , Chan PS , Clark CJ , Danese A , Faith MS , Goldstein BI , Hayman LL , Isasi CR *et al* (2018) Childhood and adolescent adversity and cardiometabolic outcomes: a scientific statement from the American heart association. Circulation 137: e15–e28 2925492810.1161/CIR.0000000000000536PMC7792566

[embj2020104579-bib-0059] Thomou T , Mori MA , Dreyfuss JM , Konishi M , Sakaguchi M , Wolfrum C , Rao TN , Winnay JN , Garcia‐Martin R , Grinspoon SK *et al* (2017) Adipose‐derived circulating miRNAs regulate gene expression in other tissues. Nature 542: 450–455 2819930410.1038/nature21365PMC5330251

[embj2020104579-bib-0060] Wallenius K , Kjellstedt A , Thalén P , Löfgren L , Oakes ND (2013) The PPAR α/γ agonist, Tesaglitazar, improves insulin mediated switching of tissue glucose and free fatty acid utilization *in vivo* in the obese Zucker rat. PPAR Res 2013: 305347 2428595210.1155/2013/305347PMC3826326

[embj2020104579-bib-0061] Young MD , Wakefield MJ , Smyth GK , Oshlack A (2010) Gene ontology analysis for RNA‐seq: accounting for selection bias. Genome Biol 11: R14 2013253510.1186/gb-2010-11-2-r14PMC2872874

[embj2020104579-bib-0062] Yu S , Reddy JK (2007) Transcription coactivators for peroxisome proliferator‐activated receptors. *Biochim* . Biophys Acta Mol Cell Biol Lipids 1771: 936–951 10.1016/j.bbalip.2007.01.00817306620

[embj2020104579-bib-0063] Zambon A , Gervois P , Pauletto P , Fruchart J‐C , Staels B (2006) Modulation of hepatic inflammatory risk markers of cardiovascular diseases by PPAR–α activators. Arterioscler Thromb Vasc Biol 26: 977–986 1642435210.1161/01.ATV.0000204327.96431.9a

[embj2020104579-bib-0064] Zeybel M , Hardy T , Wong YK , Mathers JC , Fox CR , Gackowska A , Oakley F , Burt AD , Wilson CL , Anstee QM *et al* (2012) Multigenerational epigenetic adaptation of the hepatic wound‐healing response. Nat Med 18: 1369–1377 2294127610.1038/nm.2893PMC3489975

[embj2020104579-bib-0065] Zhang L , Li H , Hu X , Benedek DM , Fullerton CS , Forsten RD , Naifeh JA , Li X , Wu H , Benevides KN *et al* (2015) Mitochondria‐focused gene expression profile reveals common pathways and CPT1B dysregulation in both rodent stress model and human subjects with PTSD. Transl Psychiatry 5: e580–e580 2608031510.1038/tp.2015.65PMC4490278

How the deposited data were processed for this re-analysis (not part of the article)

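Sperm RNA of tesaglitazar-injected and vehicle-injected males was measured 46 days after the last injection (7 and 7 libraries, total RNA depleted of rRNA) and 24 h after it (4 and 4 libraries, polyadenylated RNA), and small RNA was measured in serum of 4 MSUS and 4 control males. For the sperm tables the authors trimmed the reads and quantified them with Salmon, and the deposited values are each gene's or repeat family's estimated counts, not normalized. For the serum table the authors trimmed the reads and collapsed them, and the deposited unit is counts per unique sequence, not normalized. Each table had been reduced to its more abundant features by a filter that the paper's text does not state for the table, so RNAs below it were not analysed here. The serum table names sequences and not miRNAs, so counts per miRNA were not tested, while any miRNA reads above the count filter were tested as single sequences. The MSUS sperm libraries and the correlation between MSUS and tesaglitazar fold changes were not used here.

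Features were classed as transposable elements by their repeat family names, as other where the annotation gives another biotype or the name is that of a tRNA, a piRNA precursor or a mitochondrial rRNA or tRNA, and as mRNAs and lincRNAs otherwise, so that names absent from the annotation fall into the last class. The GRCm38.p6 RefSeq annotation was used for names and biotypes only; it matched 2000 of 2458 mRNA and lincRNA names at 46 days and 12485 of 15368 at 24 h. Estimated counts were rounded to whole numbers. Features with more than 20 counts in at least 6 libraries at 46 days, or 4 libraries at 24 h and in serum, which is 80% of the smallest group, were tested, with TMM computed over all features of the table. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment within each class and an adjusted p threshold of 0.05. Elements and genes were tested separately. The difference between the 2 time points was tested in one edgeR model with a term for the experiment. Shares of counts and length classes were compared by two-sided exact permutation tests. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2. Tables were read with data.table 1.17.8 and plots drawn with matplotlib 3.10.9 in Python 3.11.15.

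Libraries held 4538102 to 13513816 counts at 46 days, 15337589 to 27709990 at 24 h and 12445867 to 16733257 in serum, and at 46 days the counts outside the 5 most abundant features varied 44.8-fold, which limits the precision for library KG8-02 most. No library was left out of the main tests, and no sample was assigned to a group by its values. The features named were fixed by a rule set before the data were examined: each gene or element the paper names in its text or Fig 4, the mitochondrially encoded mRNAs, and in each comparison the 5 features with the smallest unadjusted p not already named. Features named beyond this rule, such as those called only by the exact test and those highest in library KG8-12, were chosen after their values were seen.

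The alternatives were the exact test of edgeR, DESeq2 1.42.0, DESeq2 size factors in edgeR, library totals without TMM, TMM over the tested features, no count filter, filterByExpr, limma voom with quality weights, robust estimation, mitochondrially encoded genes left out before normalization, fry, an estimated correlation, and each library left out in turn. A term for the batch of libraries 11 to 14, libraries 1 to 10 alone, and the exact test without each or each pair of the tesaglitazar libraries were added after the data were seen. The lists were lipid metabolism, mitochondrially encoded mRNAs, nuclear respiratory chain genes and markers of leukocytes, epididymis, blood, smooth muscle and late spermatids, written before the data were examined, and liver, adipose, brain, skeletal muscle and kidney lists added later. The tests were tested on simulated data, with 200 features in each class of each table changed by 2 on the log2 scale before filtering. Apart from these changes the simulated libraries had the same mean profile, and each feature varied independently. No outlying library, batch or correlation between genes was simulated.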

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

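The tests of library batch, of the exact test's calls over other splits, of the depth of library KG8-02, of tissue RNA in library KG8-12 and of the single libraries behind the elements and the lipid genes were chosen only after the results were seen. In 180 groups of 4 or 7 libraries, 30 held 1 library far from the others. Chance gives about 1 in 20 for independent groups. These groups share libraries, and some hold features chosen for their small p in the same libraries, so their count cannot be set against that rate.

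Library KG8-12 (Tesa-inj) stood apart in 9 groups. Its share of mitochondrially encoded mRNAs was 0.178%, with the next Tesa-inj library at 0.0235%. Its log2 CPM were 9.35 for MMVL30-int, 7.43 for RLTR4_MM-int, 9.76 for ORR1A3, 6.58 for MuLV-int, 11.74 for mt-Co1, 8.75 for C4b, 10.69 for C3 and 8.87 for Lrp1, the next Tesa-inj values being 5.09, 4.93, 6.70, 3.82, 5.40, 2.87, 3.24 and 2.67. In it 129 features lay more than 2 log2 units above every other library, against 0 in each of the others; this count depended on the scaling, as with library totals in place of TMM it was 7, the same as in library KG8-14, with 1 in KG8-08 and KG8-11 and 0 in the rest. Library KG8-02, with the fewest counts outside the 5 most abundant features, had 0 after TMM. This cannot decide on low depth, since a feature that is highest in KG8-12 cannot be counted for KG8-02. For mt-Nd4, KG8-02 had 5.68 log2 CPM, with 9.29 in KG8-12 and at most 3.22 in the others. The 0 of KG8-02 with library totals says nothing about depth either, since its few counts outside those 5 features keep its values low on that scale. Low depth stays open. RNA of another tissue stays open and cannot be told apart with the few list genes in the table. A liver list was at percentile 99.01 of matched random lists on 3 tested genes, with Acacb lower and Acaca and Me1 higher, an adipose list at percentile 98.03 on 6 genes of which 3 were higher, and a brain list at percentile 47.77 on 4 genes. The skeletal muscle list had 2 genes in the table and the kidney list 0, and neither was tested; blood and smooth muscle markers had 0, and 17 of 20 late spermatid genes were present. A mislabelled library and a response of this male to the drug were not tested.

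The rise of the mitochondrially encoded mRNAs at 46 days may rest largely on this library, since the median log2 fold change of the 5 mRNAs was 1.89 without it, against 5.37 with it. Taken alone, the number of genes called by the exact test was beyond chance, as 2 of 100 splits of the libraries, the real one included, gave as many; but it is 1 of 16 results counted in this way, the other split gave 17 calls against 12, and without KG8-12 3 calls were left, so chance is not firmly excluded. For the list as a set 2 of 100 splits gave as small a p in camera. As the study called 3 of its 5 genes on these libraries, this count does not exclude chance. Neither count was made over splits that keep libraries 11 to 14 balanced, as the real groups do, so a batch can enter both. A batch of libraries 11 to 14 is argued against as the whole cause after TMM, with a median of 2.01 within libraries 1 to 10. As a share of all counts no rise was seen within libraries 1 to 10. The share of the mitochondrially encoded mRNAs there was 0.0021% to 0.0042% in Tesa-inj and 0.0022% to 0.0145% in Vehicle-inj. These shares also move with the counts on Rn18s-rs5, which took 74.8% of the counts in KG8-02 (Tesa-inj) and 44.0% in KG8-10 (Vehicle-inj). They therefore cannot exclude a rise relative to the other RNAs. The calls of the exact test that stay without KG8-12 depend on library KG8-02, since leaving it out as well lost the mitochondrial calls and leaving out any other Tesa-inj library lost them in 0 cases; whether the low depth of library KG8-02 plays a part cannot be told apart from its high values by this test. RNA of leukocytes or of epididymal epithelium cannot be told apart, as 1 of 25 leukocyte markers and 0 of 23 epididymis markers were in the table. An effect of tesaglitazar stays open.

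Within Tesa-inj, library KG8-02 had the lowest log2 CPM, -2.89, for Mylk4, Plod1, RP23-303C8.1 and RP24-152H15.4, each at 0 counts, and with 158820 counts outside the 5 most abundant features a count of 0 is within what its depth allows. Depth also sets apart library KG8-14 (Vehicle-inj), with 7119414 such counts and a TMM factor of 8.15, and library KG8-11 (Tesa-inj), with 3216104 and 4.84, where Rn18s-rs5 took less of the counts. The share of mitochondrially encoded mRNAs in KG8-14, 0.0480%, was the highest in Vehicle-inj. Library KG8-04 held the most counts, 13513816. Within Vehicle-inj, library KG8-13 was highest for ORR1A3 at 8.07 and lowest for Rplp0 at -0.25, and within Tesa-inj, library KG8-01 was lowest for Gm26547 at 1.02. No biological explanation was tested for these.

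At 24 h each rank holds within the library's own group. Among the vehicle libraries, library 4 was lowest for AC129337.1 at -3.48 and highest for Ppard at 3.42 log2 CPM, and library 8 was lowest for Plod1 at 1.46. Among the tesaglitazar libraries, library 1 was lowest for Gm10719 at 2.18 and highest for mt-Nd1 at 11.75, library 5 lowest for Gm26547 at -3.48, library 7 highest for Plod1 at 2.02 and library 3 lowest for Rplp0 at 8.91. The values of -3.48 are 0 counts. With 4 libraries per group no explanation was tested.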

How the results depend on the processing

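The batch term, libraries 1 to 10 alone and the exact test without 1 or 2 tesaglitazar libraries were chosen only after the results were seen. No paired analysis was possible because the groups share no sample numbers. A test of counts per serum miRNA was planned and not run. Where a result changed, the cause was not tested unless it is given.

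For transposable elements at 46 days, the 1 call became 6 with the exact test, 0 with DESeq2, 540 with library totals, 0 with TMM over the tested features, 3 without a filter, 3 with filterByExpr, 4 with limma voom, 0 with robust estimation, 0 with the batch term and 0 in libraries 1 to 10. The 22 elements at an unadjusted p under 0.05 became 543 with library totals, 64 with TMM over the tested features and 8 in libraries 1 to 10. Library totals moved the median log2 fold change by -1.48 for the elements and -1.06 for the genes. MMVL30-int reversed to -0.12 with library totals and to -0.0070 in libraries 1 to 10, which leave out KG8-12. With each library left out, the calls ran from 0 (KG8-12) to 6 (KG8-01) and the unadjusted count from 9 (KG8-07) to 32 (KG8-04). Under the exact test the calls were 10 without KG8-01, 3 without KG8-02, 8 without KG8-03, 8 without KG8-04, 8 without KG8-05, 7 without KG8-11 and 0 without KG8-12, and the unadjusted counts were 12 without KG8-01, 14 without KG8-03 and 11 without KG8-11. The share of counts on elements differed by -4.91 (without KG8-11) to -2.81 (without KG8-14) percentage points, with exact p from 0.0490 to 0.241.

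For mRNAs and lincRNAs at 46 days, the exact test with all libraries gave 12 calls; the other alternatives with all libraries, and the quasi-likelihood test with each library left out, gave 0. The 130 genes at an unadjusted p under 0.05 became 37 with library totals, 76 with the batch term and 65 in libraries 1 to 10, and with each library left out ran from 75 (KG8-12) to 179 (KG8-04). Under the exact test the calls were 18 without KG8-01, 20 without KG8-02, 22 without KG8-03, 18 without KG8-04, 22 without KG8-05, 20 without KG8-11 and 3 without KG8-12, and the unadjusted count was 210 without KG8-04. With pairs left out under that test, the calls and unadjusted counts were 28 and 211 without KG8-01 and KG8-02, 46 and 249 without KG8-01 and KG8-03, 31 and 222 without KG8-01 and KG8-04, 33 and 203 without KG8-01 and KG8-05, 38 and 213 without KG8-01 and KG8-11, and 2 and 72 without KG8-01 and KG8-12. Pairs with KG8-02 gave 40 and 250 with KG8-03, 36 and 248 with KG8-04, 44 and 221 with KG8-05, 34 and 215 with KG8-11, and 0 and 86 with KG8-12. Pairs with KG8-03 gave 48 and 262 with KG8-04, 45 and 249 with KG8-05, 49 and 234 with KG8-11, and 6 calls with KG8-12. The rest gave 45 and 257 without KG8-04 and KG8-05, 38 and 228 without KG8-04 and KG8-11, 7 calls without KG8-04 and KG8-12, 38 and 208 without KG8-05 and KG8-11, 3 calls without KG8-05 and KG8-12, and 3 without KG8-11 and KG8-12.

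In camera, the lipid list had p-values of 0.276 with an estimated correlation and 0.388 under fry, and 0.00116 (without KG8-02) to 0.603 (without KG8-12) with each library left out. The mitochondrially encoded list had 0.0917 under fry and 7.09e-08 to 0.000292 with each library left out, and the nuclear respiratory chain list, with 2 genes and a p of 0.415, 0.297 to 0.712. The share of counts on mitochondrially encoded mRNAs differed by -0.0060 (without KG8-12) to 0.0243 (without KG8-14). The interaction gave 1 gene with limma voom and 0 to 11 with each library left out, with 11 without 24-h library 1 and 4 without library 3 or 5. At 24 h no alternative gave a call; the 65 elements at an unadjusted p under 0.05 became 6 with library totals and 19 with TMM over the tested features and ran from 40 to 100 (without libraries 2 and 3), and the 313 genes became 142 with library totals and 919 with limma voom and ran from 219 to 481 (without libraries 8 and 3). Library totals moved the median by 0.24 for the elements and 0.22 for the genes. In serum the 0 calls became 31 with the exact test, 46 with DESeq2, 3 without a filter, 3 with filterByExpr, 32 with limma voom and 0 to 176 (without ss5) with each library left out, and the 684 sequences became 1829 without a filter, 1136 with limma voom and 316 to 959 (without ss3 and ss5).

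Of 1078 comparisons of the features named at 46 days with their main value, 891 stayed on the same side of the threshold and kept their sign or changed it by less than the standard error, 150 passed the threshold, 7 no longer did, 2 reversed as called elements and 28 changed sign by more than the standard error without being called. In all 37 changed sign, among them comparisons of ORR1A3, MuLV-int, RLTR4_MM-int, Rplp0, mt-Co1 and RP23-330D3.3; at 24 h none of 663 was called in any setting, and 21 changed sign. On simulated data at 46 days the quasi-likelihood test recovered 195 of 195 changed elements and 177 of 190 genes. It made 8 false gene calls, 4.32% of its calls, and the exact test made 16, 8.04% of its calls. At 24 h the exact test made 18 false calls among genes, 15.5% of its calls. In serum the exact test made 21 false calls (10.9%) and DESeq2 22 (11.3%), against 11 (6.43%) in the quasi-likelihood test. No outlying library or batch was simulated, so these rates need not hold for the real libraries. Over 100 splits of the real libraries at 46 days, the real split included, the quasi-likelihood test called a median of 2 elements and at most 407. On the simulated data camera called 20 of 20 raised lists and 0 of 20 unchanged lists. The simulated genes varied independently, while the estimated correlation was 0.292 in the lipid list and 0.906 in the mitochondrially encoded list. The 0 therefore does not give the rate of false calls for such lists.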

Differences from the paper's values

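The paper's count of mRNA and lincRNA transcripts is more than 4000, and 2458 were in the table, a value no alternative changes, as none adds features. The paper's log2 fold change of mt-Nd4 is about 2.6 in Fig 4C, read by eye, and the value here was 5.79; for mt-Cytb the paper's is about 2.2 in Fig 4C, read by eye, against 5.65, and for mt-Nd1 about 2.1 in Fig 4C, read by eye, against 5.37. The paper's values have no stated error. Of the alternatives set before the data were examined, DESeq2, library totals without TMM and leaving out library KG8-12 came closest to them. DESeq2 gave the paper's value to 2 digits for mt-Nd4, then 2.15 and 2.10. It ran with its defaults, which replace outlier counts in groups of this size, and the replaced counts were not recorded. DESeq2 size factors in edgeR, where no count is replaced, gave 5.78 for mt-Nd4. The DESeq2 values may therefore not be a match separate from leaving out library KG8-12. Library totals gave 2.59, 2.69 and 2.45, and leaving out library KG8-12 gave 2.34, 1.98 and 1.89. The exact test, DESeq2 size factors in edgeR, TMM over the tested features and both other filters gave values farther from the paper's. So did limma voom, robust estimation and leaving out any other library. Of the alternatives chosen after seeing the values, libraries 1 to 10 alone, which leave out KG8-12, gave 2.70, 2.24 and 2.01, with no gene called. The term for the batch of libraries 11 to 14 gave a median of 3.56 over the 5 mitochondrially encoded mRNAs. The exact test without library KG8-12, also chosen then, gave 2.74, 2.26 and 2.23 and called mt-Nd4 and mt-Cytb. It dropped mt-Nd1, 1 of the 3 genes the paper calls that are in the table.

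The paper states that these 3 genes pass a false discovery rate threshold; none did in the quasi-likelihood test, and all 3 did in the exact test with all libraries. The paper's n for Tesa-inj is 6, against 7 libraries here. Of the 6 genes Fig 4C names, 3 were in the 46-day table; mt-Nd2 and Lyz2 were among those that were not. The paper states that elements are dysregulated in sperm of tesaglitazar-injected males; the 1 element that passed the threshold here was lost without library KG8-12. For the paper's elements of Fig 4A, the 7 in the table were lower, and so were the 8 tested genes of Fig 4B, which is the direction the figure shows for them in Tesa-inj.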

Other observations

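The counts of other splits beyond the calls planned, and the test of near-identical serum sequences, were chosen only after the results were seen. At 46 days no count was made over splits that keep libraries 11 to 14 balanced, as the real groups do. A batch can therefore enter the counts at 46 days. With other splits of the libraries into groups of the same sizes, chance cannot be excluded for the element calls at 46 days (100 of 100 splits gave as many), the elements at an unadjusted p under 0.05 (10 of 100), the genes at an unadjusted p under 0.05 (23 of 100), the lipid list (33 of 100) or the nuclear respiratory chain list (30 of 100). Nor can it be at 24 h for the elements (3 of 35) and the genes (14 of 35) at an unadjusted p under 0.05, or in serum for the sequences at an unadjusted p under 0.05 (6 of 35) and the calls of the exact test (5 of 35). For the gene calls at 46 days, the interaction, the calls at 24 h and the serum calls of the quasi-likelihood test, the real count was 0, which every split (100 of 100, or 35 of 35) reaches by construction, so these counts say nothing about chance.

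The element call at 46 days may come from one library, since the number of libraries without which no element is called was 1. The lipid genes may too: 1 gene of the list had an unadjusted p under 0.05 without library KG8-12, against 4 with it. Whether near-identical sequences counted apart are the main source of the serum calls of the exact test is left open. Of these calls, 38.7% were in groups whose members hold one another or differ at 1 base. Called sequences that differ at more bases, such as TCCTGTAATGAGCTGCCCCGA and TCCTGTACTGAGCTGCCCCGG, were not grouped, so this share is a lower limit. Ppard had a log2 fold change of 0.39 at 24 h (unadjusted p of 0.193 in edgeR's quasi-likelihood test).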
